# Chaperone-mediated autophagy plays an important role in regulating retinal progenitor cell homeostasis

**DOI:** 10.1186/s13287-022-02809-z

**Published:** 2022-04-01

**Authors:** Caixia Jin, Qingjian Ou, Jie Chen, Tao Wang, Jieping Zhang, Zhe Wang, Yuanyuan Wang, Haibin Tian, Jing-Ying Xu, Furong Gao, Juan Wang, Jiao Li, Lixia Lu, Guo-Tong Xu

**Keywords:** Retinal progenitor cells, Autophagy, Lysosome, IFITM3, Cell proliferation

## Abstract

**Purpose:**

To explore the function and regulatory mechanism of IFITM3 in mouse neural retinal progenitor cells (mNRPCs), which was found to be very important not only in the development of the retina in embryos but also in NRPCs after birth.

**Methods:**

Published single-cell sequencing data were used to analyze IFITM3 expression in mNRPCs. RNA interference was used to knock down the expression of IFITM3. CCK-8 assays were used to analyze cell viability. RNA-seq was used to assess mRNA expression, as confirmed by real-time quantitative PCR, and immunofluorescence assays and western blots were used to validate the levels of relative proteins, and autophagy flux assay. Lysosomal trackers were used to track the organelle changes.

**Results:**

The results of single-cell sequencing data showed that IFITM3 is highly expressed in the embryo, and after birth, RNA-seq showed high IFITM3 expression in mNRPCs. Proliferation and cell viability were greatly reduced after IFITM3 was knocked down. The cell membrane system and lysosomes were dramatically changed, and lysosomes were activated and evidently agglomerated in RAMP-treated cells. The expression of LAMP1 was significantly increased with lysosome agglomeration after treatment with rapamycin (RAMP). Further detection showed that SQSTM1/P62, HSC70 and LAMP-2A were upregulated, while no significant difference in LC3A/B expression was observed; no autophagic flux was generated.

**Conclusion:**

IFITM3 regulates mNRPC viability and proliferation mainly through chaperone-mediated autophagy (CMA) but not macroautophagy (MA). IFITM3 plays a significant role in maintaining the homeostasis of progenitor cell self-renewal by sustaining low-level activation of CMA to eliminate deleterious factors in cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-02809-z.

## Introduction

Retinal progenitor cells (RPCs) have been investigated for years, and their transplantation or endogenous activation represent promising potential therapeutic avenues in eye disease in the future [1, 2]. Therefore, investigation into the effective amplification of these cells in vitro for a long period [3] and the mechanisms by which they are regulated are particularly important. Here, we analyzed the published dataset of the developing murine retina of single-cell RNA sequencing, and the results suggested that interferon (IFN)-induced transmembrane protein 3 (IFITM3) was highly expressed not only in the development of the retina in embryos but also in the retina after birth [4].

IFITM3 is a transmembrane protein that localizes to several cellular components, including the apical part of the cell, cell surface and endoplasmic reticulum (ER), and is well-known for its role in modulating the interferon-mediated innate immune system to defend against invading pathogenic viruses [5–10]. IFITM3 is involved in germ cell homing and maturation during embryonic development [11–13]. It has been reported that IFITM3 regulates viral infection through autophagy [14, 15]. However, its regulatory mechanism in retinal progenitor cells remains unclear and has not been reported.

Autophagy is involved in regulating the homeostasis of eukaryotic cells [16–20] and plays an important role in maintaining cell proliferation and self-renewal, especially in mesenchymal stem cells (MSCs) [21–23]. Here, we investigated the possible regulatory mechanisms of IFITM3 in mouse neural RPCs (mNRPCs) we established previously [3] through knockdown of IFITM3 expression. The data showed that knockdown of IFITM3 markedly inhibited mNRPC proliferation and cell viability through the chaperone-mediated autophagy (CMA) pathway. When IFITM3 was knocked down, cell proliferation decreased significantly, along with the disruption of the cell membrane transport system and destruction of the cell membrane structure, and the CMA pathway was continuously activated during this process. The results suggested that IFITM3 is a gatekeeper of progenitor cells that keeps the cells healthy during growth and self-renewal. In addition, RNA-seq data suggest that other regulatory factors, such as amino acid metabolism and fat metabolism, were also involved in regulating proliferation after IFITM3 knockdown, which suggests that inhibition of the expression of IFITM3 caused destruction of the cell membrane and eventually induced a metabolic crisis resulting in cell death. Taken together, these data indicate that IFITM3 is the first line of protection for RPC homeostasis and regulates mNRPC viability and proliferation mainly through the CMA pathway.

## Materials and methods

### Cell culture and RNA interference

Adult mouse neural RPCs (mNRPCs) established by our laboratory as our previous description [3] were plated onto dishes coated with 2% Matrigel (Corning, USA) and cultured in 1 × N2/B27 (Thermo Fisher Scientific, USA), 10 ng/ml bFGF (PeproTech, USA), 2 μm CHIR99021 (Selleck Chemicals, USA) and 0.11 mM 2-Mercaptoethanol (Thermo Fisher Scientific, USA) in DMEM/F12 medium (all other materials were from Thermo Fisher Scientific-Gibco, USA). To knock down IFITM3, commercially validated IFITM3 siRNA was synthesized by Proteintech (Rosemont, IL, USA) and transfected into cells using Lipofectamine 3000 (Thermo Fisher Scientific, USA) according to the manufacturer’s protocol. After transfection for approximately 48 h, the cells were collected for further assays. 

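The Ifitm3 siRNA is complementary to the coding sequence of mouse Ifitm3 (ENSMUSG00000025492), the gene of an interferon-induced transmembrane protein that restricts the entry of viruses into cells. Its site of 19 nt, GAACTACTGTGATCAACAT, lies on chromosome 7 of GRCm38 from 141010503 to 141010521 on the minus strand, in exon 1 of 2 of the GENCODE transcript. In the transcript of 678 nt the site spans nt 250 to 268, and the coding sequence spans nt 126 to 539. The site is preceded by GCACGGATCGGCTTCTGTCA and followed by GCCCAGAGAGGTGTCGGTGC. Full complementarity to the antisense strand was found in 3 annotated transcripts, those of Ifitm3 and of the predicted genes Gm6885 and AC121299.1. In Ifitm2, a paralog of Ifitm3 on the same chromosome, the best matching site differed from the siRNA at 3 positions. No annotated transcript was fully complementary to either strand of the scramble siRNA (0 transcripts for each strand).

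**Figure D1:**
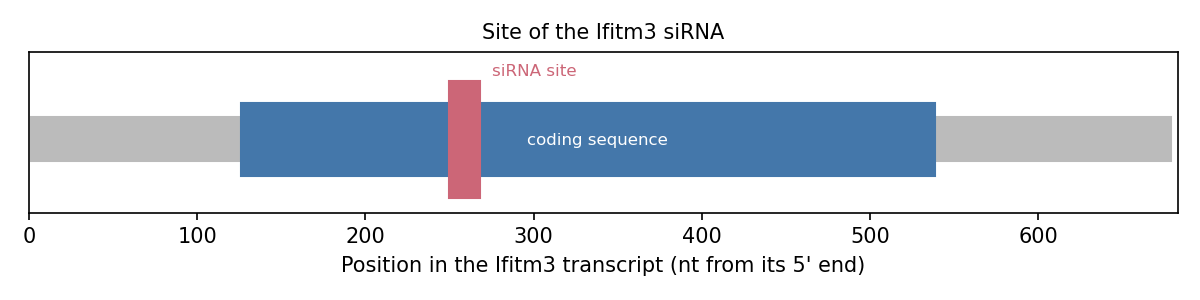
Map of the Ifitm3 transcript in nt from its 5' end (horizontal axis), with the untranslated regions in grey, the coding sequence in blue from nt 126 to 539 and the site of the Ifitm3 siRNA in red from nt 250 to 268.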

The targeted sequences for the experiments are listed in Additional file 6: Table S1.

### Cell viability assay

For the cell viability assay, cells were seeded at a density of 1 × 10^5^ cells per 100 μL in each well in 96-well microtiter plates (Corning, USA) and transfected with siRNA for 48 h. Cells were grown in each medium in triplicate. Then, 10 μL of reagent from the Cell Counting Kit-8 (CCK-8, TargetMol, USA) was added to each well, and the plates were incubated for 3 h at 37 °C. Cell viability was measured as the absorbance at 450 nm with a microplate reader (iMark™ Microplate Absorbance Reader, BioRad, USA). The mean optical density (OD) values from triplicate wells containing each culture medium were used as the cell viability indices.

### Real-time quantitative PCR

To obtain total RNA, cells were lysed with TRIzol reagent and treated with RNase-free DNase I (both from TaKaRa, China). Reverse transcription (RT) was performed according to our previously published article [3]. Then, quantitative RT-RCR was performed using the SYBR Green Master Mix system (Tiangen Biotech, China). Each PCR mixture contained 10 μL of 2 × SYBR Green Master Mix, sense and antisense primers (Sangon Biotech, China) at 5 μmol/μL, 10 ng of cDNA in a total volume of 20 µl and was subjected to the following protocol: 45 cycles of 95 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s. For relative quantification, 2^−ΔΔCt^ values were calculated and used as an indication of relative expression levels. The IFITM3 gene primer sequences used for RT-PCR were 5′-TGTCCAAACCTTCTTCTCTCC-3′ and 5′-CGTCGCCAACCATCTTCC-3′. The internal control primer sequences for β-actin were 5′-GTGGACATCCGCAAAGAC-3′ and 5′-AAAGGGTGTAACGCAACTA-3′.

### Immunofluorescence assay

Cells were fixed in 4% paraformaldehyde (PFA, Sangon Biotech, China) following the procedure described in our previously published article [3]. At the end of the experiment, the cells were stained with compatible Alexa 488- or Alexa 555-conjugated secondary antibodies (Thermo Fisher Scientific, USA) for 30 min at room temperature. The antibodies are listed in Additional file 6: Table S2.

### Western blot analysis

Cells were harvested and homogenized in RIPA buffer (Beyotime, China) supplemented with protease and phosphatase inhibitor cocktails (TargetMol, USA) on ice and subjected to a previously described protocol [3]. The signal intensities of bands obtained were analyzed by ImageJ (NIH, USA). The antibodies used are listed in Additional file 6: Table S2.

### Bioinformatics analysis

For the single-cell sequence analysis, all cells in the website (https://github.com/gofflab/developing_mouse_retina_scRNASeq) were clustered and visualized using the method of uniform manifold approximation and projection (UMAP) with Seurat (v4.0.4)∷RunUMAP [4, 24]. The annotations of all cells were provided in the dataset. The expression of IFITM3 gene in each sample were visualized using the function FeaturePlot in R package Seurat (v4.0.4).

For the RNA sequence analysis, RNA was extracted from mNRPCs and IFITM3-knockdown cells at 48 h with TRIzol reagent (TaKaRa, China). The RNA-seq library was sequenced with an Illumina NovaSeq 6000 PE150. The standard parameters |logFC|> 1 and *P* < 0.05 were used to screen differentially expressed genes (DEGs). 

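At these thresholds, 126 genes were higher and 68 lower in the Ifitm3 siRNA libraries than in the control libraries, among 13588 genes tested with limma on log2(FPKM + 0.1). In data simulated with the spread of these libraries, with genes drawn independently, 143 of 13078 unchanged genes passed the same thresholds. Among the genes with the smallest p that were higher, Wwtr1, which encodes the Hippo pathway effector TAZ, had a log2 fold change of 1.12 and the chemokine gene Cxcl2 of 1.32. The value of the claudin gene Cldn23 was 1.02. Among the genes that were lower, Slc25a23, which encodes a mitochondrial carrier of ATP-Mg and phosphate, was at 14.3 ± 0.703 FPKM (SD, n = 3) in control cells and 6.50 ± 0.418 FPKM (SD, n = 3) after the knockdown. Rab1b, which encodes a GTPase of transport from the endoplasmic reticulum to the Golgi, had a log2 fold change of -1.11. The imprinted noncoding RNA H19 had a value of -2.48 and Cdon, which encodes a co-receptor of Hedgehog signaling, of -1.03 on this scale. None of these genes passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment; the smallest adjusted p of a gene that was higher was 0.105). After adjustment, 0 genes were higher and 1 was lower, the small nucleolar RNA gene Gm50452. By comparison, 723 genes were higher and 458 lower at an unadjusted p under 0.05. Gm50452 no longer passed without control replicate 1, control replicate 2 or Ifitm3 siRNA replicate 3 (0 genes in each case). Nor did it pass without both replicate 2 libraries or with the replicate number as a block (0 genes in each case). Its log2 fold change stayed between -5.30 and -4.97 whichever single library was left out. Without control replicate 3, 3 genes passed. In 2126 (15.6%) of all genes tested the values of both groups did not overlap, against 10% that chance gives for 3 libraries against 3. Among the 194 genes, which were selected by their difference in the same libraries, 163 did not overlap. Of the 194 genes, 64.9% were higher; this share was 54.7% of 190 genes with median-ratio scaling of the libraries and 54.6% of 174 genes with quantile normalization. The count was 80 with a pseudocount of 1, 413 with no filter on low values, 352 without control replicate 2 and 306 without both replicate 2 libraries.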

The R package clusterProfiler was used for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses. The results were visualized with GOplot.

### Organelles involved in IFITM3-knockdown cells

After 48 h of transfection with IFITM3 siRNA, cells were treated with or without 100-nM rapamycin (RAMP, Selleck, USA) for 4 h then analyzed after incubation with 50-nM LysoTracker (Beyotime, China), 50-nM MitoTracker (Beyotime) and 1-μM ER-Tracker (Beyotime) for 30 min. The nuclei were stained with Hoechst 33342 (Sigma-Aldrich, Germany).

### LC3-GFP-mCherry construction and infection and autophagy flux assay

The Ad-mCherry-GFP-LC3 plasmid was purchased from Addgene (plasmid #110060), amplified and sequenced following instructions from Addgene using the following sequencing primers: forward: 5′-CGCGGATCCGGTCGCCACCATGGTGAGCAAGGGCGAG-3′, reverse: 5′-CGCGGCGCGCCGCTGGGTCTAGATGCATGC-3′. The PCR fragment was sequenced to verify that no errors had been introduced. LC3-GFP-mCherry lentivirus was produced by transfection in 293 T cells. The 293 T cells were cultured in DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS, ExCell Bio, China). The virus-containing supernatant was collected after 48 h of transfection and subjected to a previously described protocol [3]. GFP and mCherry expression was verified by microscopy. The cells were treated with 100-nM RAMP to study autophagic flux after IFITM3 knockdown for 48 h. Then, the expression of GFP and mCherry was observed after staining with Hoechst 33342 (Sigma-Aldrich, Germany).

### Statistical analysis

All data are expressed as the mean ± SEM. All analyses were performed with GraphPad Prism 9.3 software. One-way ANOVA was employed for the statistical comparisons. A value of *P* < 0.05 was considered to indicate statistical significance.

## Results

### IFITM3 is involved in mNRPC proliferation

Initially, to obtain information on the variation and distribution of the IFITM3 gene during the development of the mouse retina in vivo, we integrated a published dataset of the developing murine retina in single-cell RNA sequencing and visualized the cell-type identification in Fig. 1A [4]. During the embryonic stage, the IFITM3 gene was mainly expressed in the early RPCs at embryological days 11 (E11) and E12 (Fig. 1B). For the postnatal stage (P0, P2, P8), fewer positive expressed in the detected cells, but it also expressed in RPCs and Müller cells 14 days after birth. These results suggest that IFITM3 is important for retinal progenitor cells in retinal development.

**Fig. 1:**
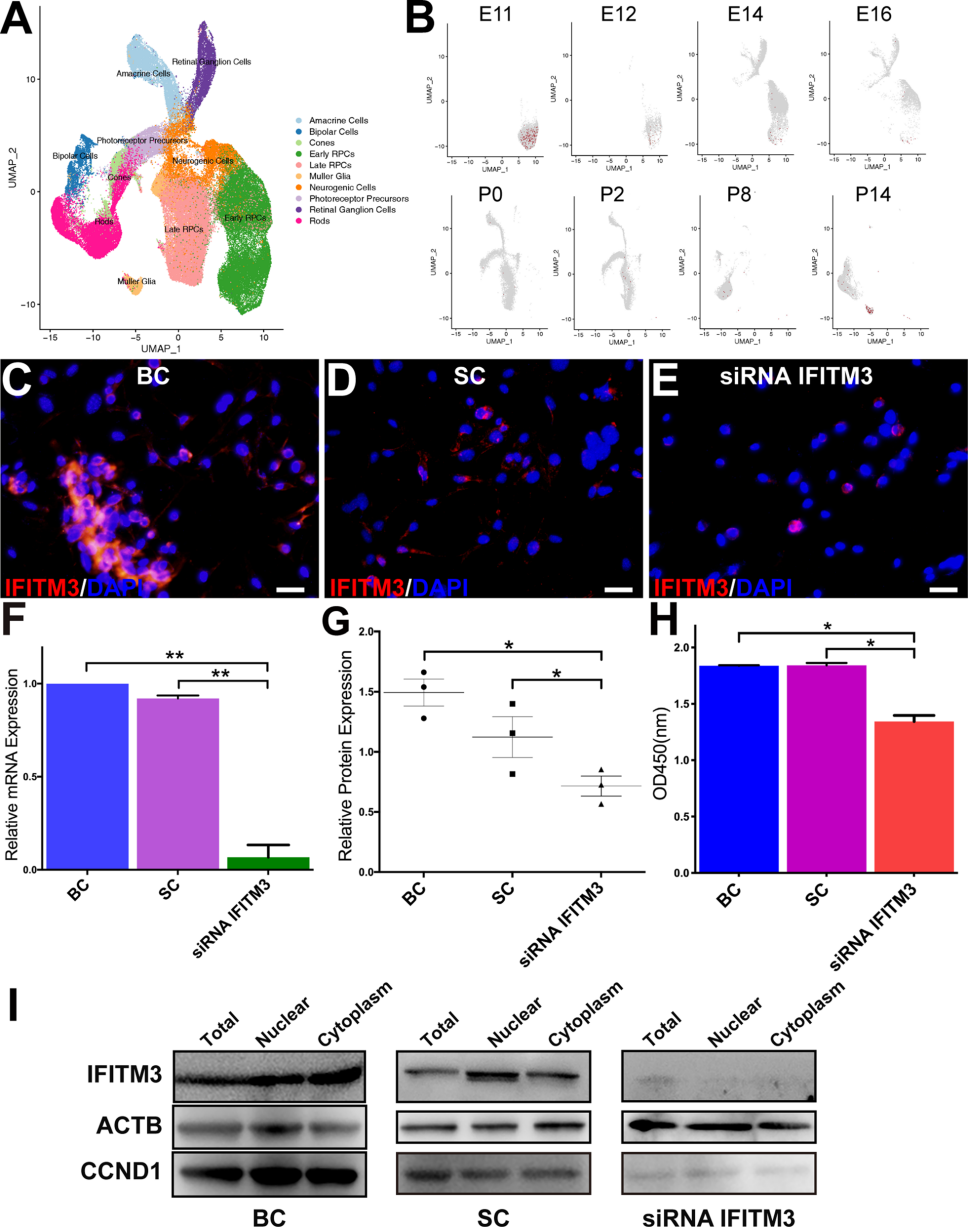
mNRPC proliferation was greatly inhibited after IFITM3 knockdown for 48 h. **A** DimPlot showing the cell types in the murine retina during the embryonic stage and postnatal stage. **B** FeaturePlot showing the expression and distribution of IFITM3 at E11, E12, E14, E16, P0, P2, P8 and P14. **C**–**E** Immunofluorescence assays showed decreased expression of IFITM3 in mNRPCs. Magnification: × 400; scale bar: 50 μm. **F** qRT–PCR showed decreased expression of IFITM3 in mNRPCs. **G** The results of WB assays were consistent with the qPCR results. **H** The CCK-8 assay was used to assess cells after IFITM3 knockdown for 48 h. Data are presented as the mean ± SD (*n* = 3). *P < 0.05; **P < 0.01 (one-way ANOVA and Sidak’s multiple comparisons test). **I** Cell division-related protein expression was decreased in IFITM3-knockdown cells, as determined by WB assays. The results are representative of at least three independent experiments, and representative blots are shown. Abbreviation: BC, blank control; SC, scramble control

To investigate the function of IFITM3 in mNRPCs, we transfected siRNA IFITM3 into the cells and examined cell viability. Cell growth (Fig. 1C–E; Additional file 1: Figure S1A-S1C) was clearly inhibited in the IFITM3 siRNA-transfected group (siRNA IFITM3) compared with the c group and scramble control (SC) group, with significantly decreased expression of IFITM3 at the RNA (Fig. 1F) and protein levels (Fig. 1G) after IFITM3 knockdown, but there was no significant decrease in ARPE19 cell growth (Additional file 1: Figure S1D-E). The cell viability was greatly decreased after IFITM3 knockdown, as shown by the CCK-8 assay, which significantly differed among the groups (Fig. 1H), and the protein expression of Cyclin D1 (CCND1) decreased in the corresponding cell groups (Fig. 1I). These results indicated that IFITM3 was not only involved in the regulation of cell division and activity of retinal progenitor cells during retinal development but also involved in the proliferation and division of in vitro cultured RPCs*.*

### Cell membrane structure and function were dramatically changed after IFITM3 knockdown

To further explore the regulatory effect of IFITM3 knockdown on the cells, RNA-seq analysis was performed. 

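RNA from mNRPCs, neural retinal progenitor cells of the mouse grown in culture, was sequenced 48 h after transfection with a control siRNA (3 libraries) or with the Ifitm3 siRNA (3 libraries). Ifitm3 was at 2584 ± 505 FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library; SD, n = 3) in the control libraries, which placed it at rank 17 of all genes, and at 432 ± 102 FPKM (SD, n = 3) in the knockdown libraries, or 16.7% of the control mean. The single values were 3121, 2120 and 2509 FPKM in the control libraries and 349.7, 546 and 398 FPKM in the knockdown libraries. The log2 fold change was -2.59 (standard error 0.23; adjusted p = 0.1001 from limma, which does not pass 0.05). Every knockdown library lay below every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over the alternative settings, the adjusted p from limma ranged from 0.0699 to 0.510. Ifitm2, which could share reads with Ifitm3, had a log2 fold change of 0.02, from 566 ± 291 FPKM (SD, n = 3) in the control libraries to 516 ± 89.3 FPKM (SD, n = 3) in the knockdown libraries, so that the means and the log2 values differ in sign. In control replicate 2 the overlapping gene model Gm45717 was at 352 FPKM and Ifitm2 at 248 FPKM. The sum of both genes, formed after these values were seen, was 684 ± 119 FPKM (SD, n = 3) in the control libraries and 516 ± 89.3 FPKM (SD, n = 3) in the knockdown libraries. The libraries were made from polyadenylated RNA with strand marking and sequenced as read pairs. The authors deposited FPKM per gene and library, and the submitters' processing notes name cutadapt 1.9, HISAT2 2.0.4 and StringTie 1.3.4d. The notes also name the human build hg18, although the gene identifiers are those of the mouse. The number of reads per library is unknown. In each library 11966 to 12274 genes reached 1 FPKM. Genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma on log2(FPKM + 0.1), on which scale all fold changes are given; this scale understates the change of low genes. Over all tested genes the median log2 fold change was 0.04, against which the medians and the counts above or below 0 are to be read. The replicates are not stated to be separate cultures. The p-values therefore measure the spread between these libraries, which may be technical. On principal component 1 (37.1% of the variance), control replicate 2 and Ifitm3 siRNA replicate 2 stood apart from the other libraries, and the groups separated on principal component 2 (22.3%).

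**Figure D2:**
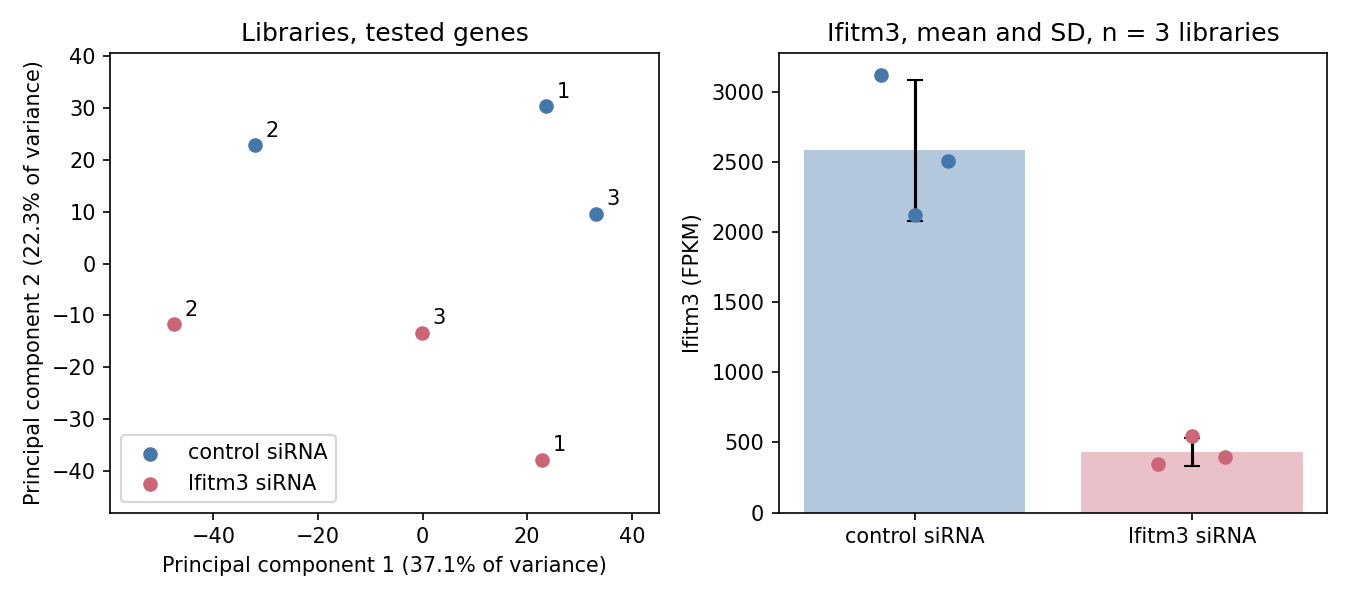
Left, the 6 libraries on principal components 1 and 2 of the tested genes, labelled by replicate number, with the control siRNA in blue and the Ifitm3 siRNA in red; both replicate 2 libraries lie on the left. Right, Ifitm3 in FPKM per library (points) with the mean (bar) and SD (error bar) of the 3 libraries of each group, 2584 FPKM for the control siRNA and 432 FPKM for the Ifitm3 siRNA.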

Among the GO terms, cell membrane and extracellular matrix (ECM)-related, transmembrane transport-related and synaptic transmission enrichment-related terms were the most enriched after knockdown of the IFITM3 gene. These results revealed that genes related to ion transmembrane transport, vacuoles, lysosomes and cellular calcium ion homeostasis were upregulated in the knockdown group, while genes involved in regulation of the ECM, WNT pathway and cell proliferation were significantly downregulated (Fig. 2A), suggesting that the stability of the cell membrane system was seriously damaged and that its material transport function was blocked, ultimately leading to cell death because of constant nutrient deficiency. These findings further reveal how IFITM3 is involved in regulating the proliferation of mNRPCs. 

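Genes of matrix glycoproteins were lower as a group at the preset correlation only, and the lists of solute carriers and of synaptic vesicles did not pass the group test. The test with an estimated correlation rests on the few residual degrees of freedom of the 6 libraries. Failing it does not show that a group is unchanged. Of 38 tested genes of extracellular matrix glycoproteins and proteoglycans, 23 had a fold change below 0 and 15 above 0 (median log2 fold change -0.13; camera, adjusted p = 0.0374, and adjusted p = 0.889 with an estimated correlation). Sparc, which encodes a collagen-binding glycoprotein, was at 472 ± 44.2 FPKM (SD, n = 3) in control cells and 322 ± 5.51 FPKM (SD, n = 3) after the knockdown. Ogn, which encodes a small leucine-rich proteoglycan, had a log2 fold change of -2.14 and was the member past the thresholds of the study. No member passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05, 3 were lower and 0 higher. The adjusted p of the group was 0.112 with median-ratio scaling, 0.151 with quantile normalization and 0.273 with no filter on low values. It was 0.109 without control replicate 1, 0.269 without control replicate 2 and 0.448 without Ifitm3 siRNA replicate 1. It was 0.0599 without both replicate 2 libraries and 0.103 without the 2 members drawn in the heatmaps of Figure S2. Of 17 tested collagen genes, 15 had a fold change below 0 (median -0.21; camera, adjusted p = 0.101). The 37 tested genes of matrix remodeling did not pass as a group (median -0.07; camera, adjusted p = 0.305). Of 150 tested solute carrier genes, 96 had a fold change above 0 (median 0.08; camera, adjusted p = 0.305). At an unadjusted p under 0.05 from limma, 13 were higher and 2 lower, and at the thresholds of the study 2 were higher and 1 lower; when adjusted over the list alone, 0 were higher and 1 lower, Slc25a23. Of 20 tested genes of the synaptic vesicle cycle, 15 had a fold change above 0 (median 0.08; camera, adjusted p = 0.324), including Stx3, a syntaxin gene (log2 fold change 0.42), and the dynamin gene Dnm1 (0.97). The FPKM values come without annotation of gene ontology terms, so the enrichment of terms was not analysed here.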

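Lysosomal genes were higher as a group in the knockdown libraries at the preset correlation only. Of 69 tested genes of lysosomal enzymes and membrane proteins, 50 had a fold change above 0 and 19 below 0 (median log2 fold change 0.14; camera, adjusted p = 0.0425, and adjusted p = 0.933 with an estimated correlation). Gla, which encodes alpha-galactosidase A, was at 11.6 ± 2.11 FPKM (SD, n = 3) in control cells and 21.3 ± 1.33 FPKM (SD, n = 3) after the knockdown. Cd68, which encodes a membrane glycoprotein of late endosomes and lysosomes, had a log2 fold change of 1.85, from 2.04 ± 0.601 FPKM (SD, n = 3) in control cells. It was the member past the thresholds of the study. The hyaluronidase gene Hyal1 had a log2 fold change of 0.88, and Gm2a, which encodes the GM2 ganglioside activator, of -0.63. At an unadjusted p under 0.05 from limma, 11 members were higher and 1 lower; none passed an adjusted p of 0.05, over all genes or adjusted over the list alone. The adjusted p of the group was 0.0547 with median-ratio scaling. It was 0.151 without control replicate 2 and 0.610 without control replicate 3. It was 0.101 without Ifitm3 siRNA replicate 2 and 0.433 without Ifitm3 siRNA replicate 3. It was 0.189 without both replicate 2 libraries and 0.276 without the 5 members drawn in the heatmaps of Figure S2. Of 19 tested subunits of the V-ATPase, the proton pump that acidifies lysosomes and vacuoles, 13 had a fold change above 0 (median 0.10; camera, adjusted p = 0.101). When adjusted over the list alone, 3 of them were higher, Atp6v1b2 (log2 fold change 0.49), Atp6v1c1 (0.59) and Atp6ap2 (0.51), and 0 over all genes, against 6 at an unadjusted p under 0.05 from limma. The adjusted p of the V-ATPase group was 0.0248 with quantile normalization and 0.0285 without control replicate 1. Genes of voltage-gated and synaptic calcium handling did not pass as a group (20 of 49 measured genes tested, median 0.09, camera, adjusted p = 0.809). Neither did calcium signaling receptors and effectors (30 of 64 measured genes tested, median 0.04, camera, adjusted p = 0.932). Of 30 tested Wnt ligands, receptors and antagonists, 17 had a fold change below 0 (median -0.03; camera, adjusted p = 0.156; 0.0187 without control replicate 3). In this list 1 gene was lower when adjusted over the list alone, Prkaca, which encodes a catalytic subunit of protein kinase A. It was at 54.3 ± 1.12 FPKM (SD, n = 3) in control cells and 32.2 ± 5.56 FPKM (SD, n = 3) after the knockdown. Prkaca is itself no ligand, receptor or antagonist and is drawn in Figure S2. Without the 3 members drawn there, the list had a median of -0.01 (camera, adjusted p = 0.602). Of 18 tested Wnt target and feedback genes, 12 had a fold change above 0 (median 0.13; camera, adjusted p = 0.897), and the Wnt inhibitor gene Apcdd1 was lower when adjusted over the list alone (log2 fold change -1.04). From higher transport, vacuole, lysosome and calcium genes and lower matrix, WNT and proliferation genes, the paper proposes that the membrane system lost its stability and that transport was blocked, so that the cells died from a lasting lack of nutrients.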

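Among proliferation genes, the S phase genes were slightly lower as a group at the preset correlation only. Of 54 tested S phase genes, 36 had a fold change below 0 (median log2 fold change -0.06; camera, adjusted p = 0.0374, and adjusted p = 0.889 with an estimated correlation). Rrm1, which encodes a subunit of ribonucleotide reductase, was at 35.3 ± 1.08 FPKM (SD, n = 3) in control cells and 28.0 ± 3.76 FPKM (SD, n = 3) after the knockdown, while the helicase gene Blm had a log2 fold change of 0.36. At an unadjusted p under 0.05 from limma, 2 members were higher and 2 lower, and 0 passed after adjustment over all genes or when adjusted over the list alone. The adjusted p of the S phase group was 0.0510 without control replicate 1 and 0.211 without control replicate 2. It was 0.314 without Ifitm3 siRNA replicate 2, 0.0690 without Ifitm3 siRNA replicate 3 and 0.489 without both replicate 2 libraries. Of 60 tested G2/M genes, 31 had a fold change above 0 and 29 below 0, with a median of 0.01 and a mean of -0.03 (camera, lower, adjusted p = 0.288; 0.0414 without Ifitm3 siRNA replicate 2 and 0.0172 without both replicate 2 libraries). Among 23 tested G1 cyclins, CDKs and CDK inhibitors (median 0.07; camera, adjusted p = 0.992), 1 was higher and 1 lower at the thresholds of the study. Cdkn1a, which encodes the CDK inhibitor p21, was the higher gene, at 5.57 ± 1.89 FPKM (SD, n = 3) in control cells and 10.8 ± 1.37 FPKM (SD, n = 3) after the knockdown. The cyclin gene Ccnd3 was the lower one.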

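Genes that ERK signaling induces were higher as a group in the knockdown libraries, and genes of amino acid and fatty acid synthesis were lower, at the preset correlation only. Of 24 tested ERK feedback and target genes, 22 had a fold change above 0 (median log2 fold change 0.47; camera, adjusted p = 0.00235, and adjusted p = 0.889 with an estimated correlation). Dusp4, which encodes a phosphatase of MAP kinases, was at 9.02 ± 4.65 FPKM (SD, n = 3) in control cells and 21.1 ± 3.12 FPKM (SD, n = 3) after the knockdown, and Ier3 had a log2 fold change of 1.97. The mean level of this list was lowest in control replicate 1 and overlapped between the groups, with a range of 1.22 within the control group against a difference of 0.59 between the groups. The adjusted p was 0.418 without that library. The 22 tested genes of the ERK cascade itself had a median of -0.04 (camera, adjusted p = 0.759). Of 53 tested genes of amino acid and one-carbon synthesis, 37 had a fold change below 0 (median -0.17; camera, adjusted p = 0.00172, and adjusted p = 0.889 with an estimated correlation). Ass1, which encodes argininosuccinate synthase, was at 55.9 ± 14.4 FPKM (SD, n = 3) in control cells and 21.1 ± 15.5 FPKM (SD, n = 3) after the knockdown, and Tkt, which encodes transketolase, had a log2 fold change of -0.54. This adjusted p was 0.0996 without control replicate 3 and 0.684 without Ifitm3 siRNA replicate 2. Of 31 tested genes of fatty acid synthesis, elongation and desaturation, 21 had a fold change below 0 (median -0.18; camera, adjusted p = 0.00172, and adjusted p = 0.889 with an estimated correlation). Among them were Acly, which encodes ATP citrate lyase (log2 fold change -0.66), and the desaturase gene Fads2 (-0.65). This adjusted p was 0.0682 without Ifitm3 siRNA replicate 2. The mean levels of both synthesis lists overlapped between the groups. The 25 tested genes of fatty acid oxidation and PPAR targets did not pass (median -0.07; camera, adjusted p = 0.117). In these 5 lists no gene passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone.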

The KEGG pathway enrichment assay further revealed that the signaling pathways enriched in the DEGs mainly included the synaptic vesicle cycle, lysosome pathway, calcium signaling pathway, MAPK signaling pathway and other upregulated pathways (Fig. 2B; Additional file 2: Figure S2A), as well as downregulated pathways, such as the WNT, amino acid biosynthesis and fatty acid metabolism pathways (Fig. 2C; Additional file 2: Figure S2B).

**Fig. 2:**
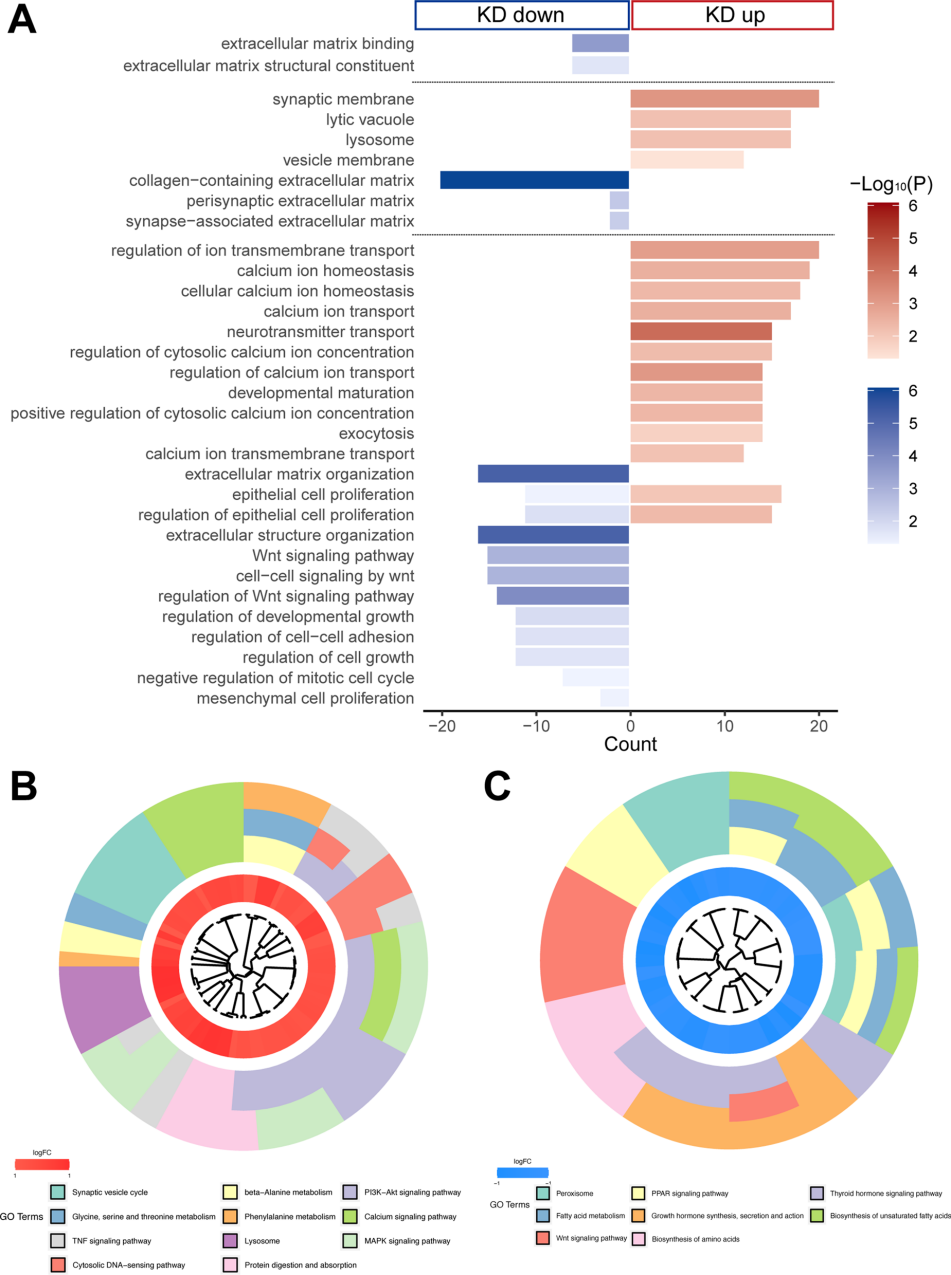
High-throughput sequencing analysis of IFITM3-knockdown cells. **A** GO analysis revealed the expression of genes in IFITM3-knockdown cells. **B**, **C** KEGG Chord analysis showed the signaling pathways enriched in differentially expressed genes (DEGs)

Furthermore, GO analysis of the ECM pathway showed that the expression of ion channel-related genes, including the genes encoding calcium (such as CACNB2), potassium (such as KCNB1, KCNF1 and KCNC3) and chloride (such as CLCN1) ion channels, was clearly changed after IFITM3 knockdown (Additional file 2: Figure S2C); additionally, genes that regulate cell proliferation involved in metabolism (such as TNC and MVD) and proliferation-related pathway genes (such as CCND3, STAT1 and IL6) (Additional file 2: Figure S2D) also showed significant changes in expression, indicating that inhibition of IFITM3 expression led to damage to the cell membrane, abnormal material transport, abnormal metabolism of intracellular substances, decreased cell proliferation and ultimately cell death. 

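The ion channel genes Cacnb2, Kcnf1 and Clcn1 did not reach the mean of 0.5 FPKM required for the test. Cacnb2, which encodes a subunit of voltage-gated calcium channels, was at 0.00333 ± 0.00577 FPKM (SD, n = 3) in control cells and 0.0200 ± 0.0100 FPKM (SD, n = 3) after the knockdown. The potassium channel gene Kcnf1 was at 0.113 ± 0.0379 and 0.0400 ± 0.0173 FPKM in the control and knockdown libraries (SD, n = 3 each). The chloride channel gene Clcn1 was at 0.00667 ± 0.0115 FPKM in control cells and 0.0300 ± 0.0173 FPKM after the knockdown (SD, n = 3 each). The values are given with 2 decimals, so that the levels of Cacnb2 and Clcn1 lie within a few steps of 0. In the fit with no filter on low values, Kcnf1 (log2 fold change -0.60) passed an unadjusted p of 0.05 in limma but not a log2 fold change of 1. The pseudocount of 0.1 is about as large as the values of these genes or larger, so that a log2 fold change of 1 was hardly within reach. Of the tested channel genes, Clic4, which encodes a chloride intracellular channel protein, was lower when adjusted over the list of 11 chloride channel genes alone (30.6 ± 2.61 FPKM in control cells and 18.5 ± 2.14 FPKM after the knockdown; SD, n = 3 each). Among 12 tested potassium channel genes, Kcnab1 was higher (log2 fold change 1.07) and Kcnip1 lower (-1.01) at the thresholds of the study. As groups, the chloride (camera, adjusted p = 0.982), potassium (adjusted p = 0.932) and voltage-gated calcium channel genes (5 tested, adjusted p = 0.771) did not pass.
Of the proliferation genes, Ccnd3 was at 9.76 ± 1.83 FPKM (SD, n = 3) in control cells and 3.84 ± 2.23 FPKM (SD, n = 3) after the knockdown (log2 fold change -1.45, standard error 0.37, adjusted p = 0.460 from limma). It was lower in every knockdown library than in every control library and passed the thresholds of the study. Mvd, which encodes mevalonate diphosphate decarboxylase, an enzyme of cholesterol synthesis, had a log2 fold change of -0.97 and passed an adjusted p of 0.05 over the list of 27 cholesterol synthesis genes alone. Tnc, which encodes the matrix glycoprotein tenascin C, was at 112 ± 20.2 FPKM (SD, n = 3) in control cells and 77.6 ± 25.4 FPKM (SD, n = 3) after the knockdown (log2 fold change -0.56, adjusted p = 0.598 from limma). The cytokine gene Il6 was at 0.103 ± 0.0666 FPKM (SD, n = 3) in control cells and 0.550 ± 0.305 FPKM (SD, n = 3) after the knockdown, below the filter, and was higher at the thresholds of the study in the fit with no filter (log2 fold change 1.59).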

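In single libraries, the mean levels of the solute carrier, synaptic vesicle and V-ATPase genes were higher in every knockdown library than in every control library. The lists of lysosomal, matrix and collagen genes overlapped between the groups. These levels were not scaled for a general shift: median-ratio size factors were 1.01 to 1.04 in the knockdown and 0.97 to 1.00 in the control libraries. Part of the separation may reflect this shift, which was not tested. Relative to their mean over the 6 libraries, lysosomal genes were at 0.07, -0.09 and -0.23 on the log2 scale in control replicates 1, 2 and 3 and at -0.06, 0.12 and 0.19 in the knockdown replicates. V-ATPase genes were at 0.02, -0.12 and -0.12 in the control and 0.04, 0.16 and 0.02 in the knockdown libraries, with less than 0.01 between the highest control and the lowest knockdown library. Genes of matrix glycoproteins were at 0.12, 0.33 and -0.26 in the control and -0.37, 0.20 and -0.01 in the knockdown libraries, a range of 0.59 within the control group against a difference of -0.13 between the groups. Of the surface proteins that bind the matrix or other cells, 15 tested integrin genes (median log2 fold change 0.03; camera, adjusted p = 0.897) and 26 tested cadherin and protocadherin genes (median -0.07; camera, adjusted p = 0.117) did not pass as groups. Leaving out single libraries, the adjusted p of the cadherin list was under 0.05 without control replicate 3 (0.0213), Ifitm3 siRNA replicate 2 (0.0414) or Ifitm3 siRNA replicate 3 (0.0398). It was 0.758 without control replicate 2, 0.881 without Ifitm3 siRNA replicate 1 and 0.0617 without control replicate 1, and adjusted p = 0.889 with an estimated correlation. Itga5, the fibronectin receptor subunit alpha 5, was higher when the integrin genes were adjusted over the list alone.

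**Figure D3:**
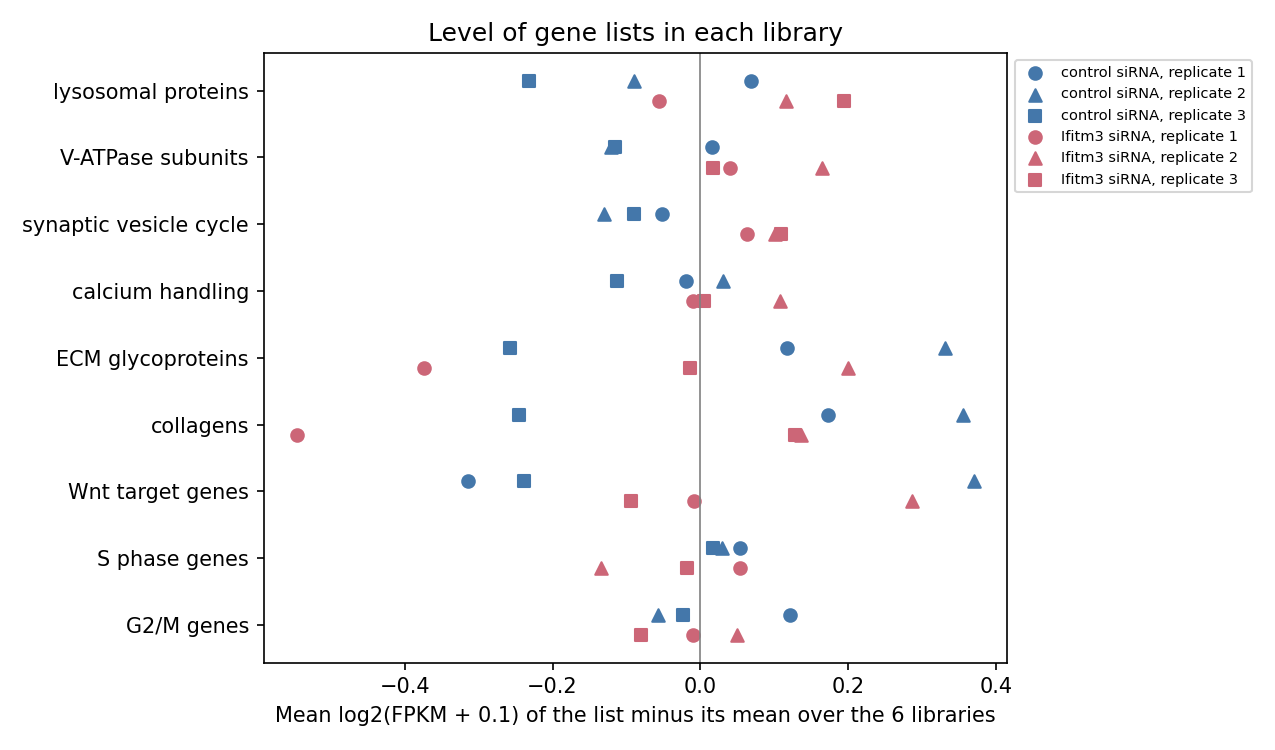
Mean log2(FPKM + 0.1) of the tested genes of each list in each of the 6 libraries, minus the mean over the libraries (horizontal axis), with the control siRNA in blue and the Ifitm3 siRNA in red and 1 symbol per replicate number. For lysosomal, calcium handling, matrix, collagen, Wnt target, S phase and G2/M genes the libraries of both groups overlap.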

Taken together, these results indicate that the integrity of the membrane system (including the cell membrane, vacuole, lysosome and ECM) was impaired after IFITM3 knockdown and that cells could no longer survive without sufficient nutrition, eventually leading to cell death.

### Lysosome activation in IFITM3-knockdown cells

Because membrane-related systems were severely damaged after IFITM3 knockdown, we investigated changes in membranous organelles, including the endoplasmic reticulum (ER), mitochondria and lysosomes in the cells. The lysosome is an important site of regulation for mTORC1 signaling, which mainly controls eukaryotic cell growth. We treated cells with 100 nM RAMP, a specific mTOR inhibitor and an autophagy activator, and then treated the cells with 50-nM LysoTracker, 50-nM MitoTracker and 1-μM ER-Tracker for 30 min. Lysosomes showed agglomeration in IFITM3-knockdown cells without RAMP treatment, while lysosomes showed agglomeration in all RAMP treatment groups, but there was no significant difference in IFITM3-knockdown cells with or without RAMP treatment (Fig. 3A). Mitochondria and ERs were increased in IFITM3-knockdown cells treated with RAMP, but there was no significant difference among the groups (Fig. 3B, C), suggesting that mitochondria and ERs were not involved in regulating mNRPC proliferation after IFITM3 knockdown and microautophagy (mA) was not activated.

**Fig. 3:**
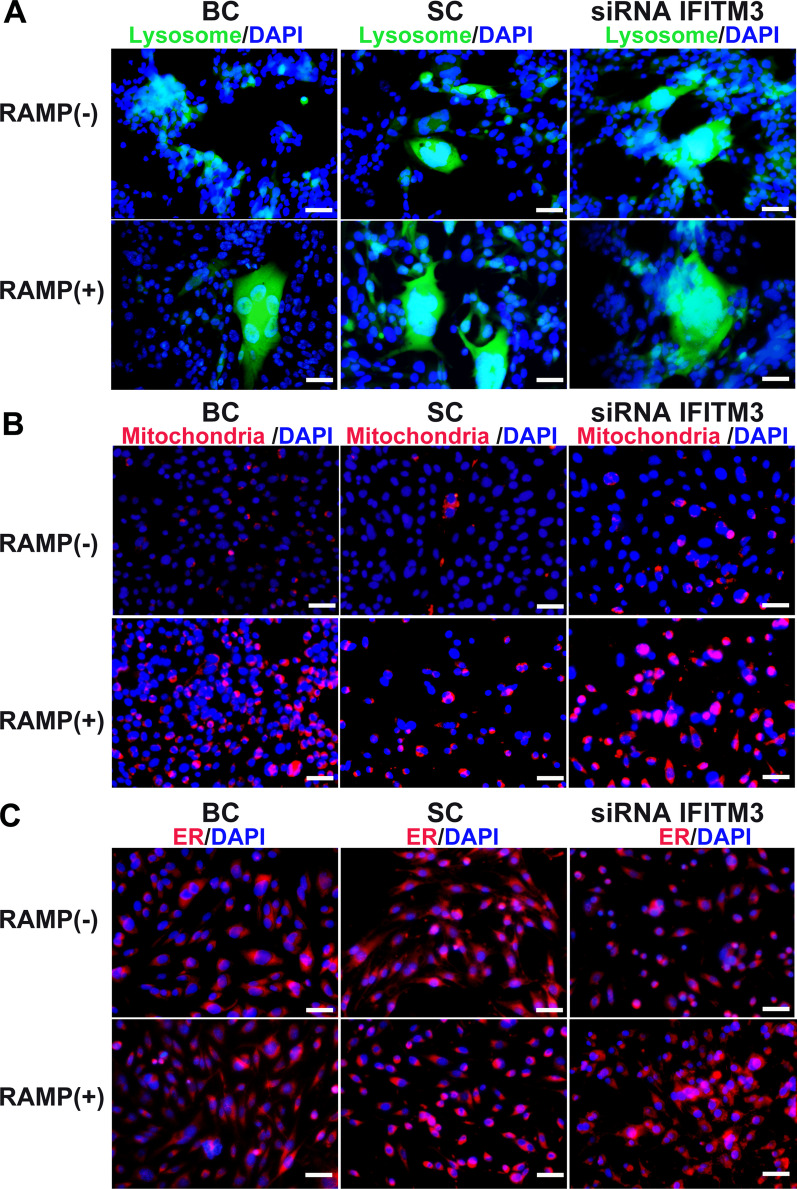
Organelles involved in IFITM3-knockdown cells with or without rapamycin treatment. **A** Fluorescent images showing the localization of lysosomes in cells treated with 50 nM LysoTracker for 30 min. **B** Fluorescence images showing the localization of mitochondria in cells treated with 50 nM MitoTracker for 30 min. **C** Fluorescence images showing localization after the ER in cells treated with 1 μM ER-Tracker for 30 min. Magnification: × 400; scale bar: 50 μm. Abbreviation: BC, blank control; SC, scramble control

The lysosome-specific markers lysosome-associated membrane protein 1 (LAMP1) and LAMP2A were detected in RAMP-treated and untreated cells, which showed that the expression of LAMP1 (Fig. 4A) and LAMP2A (Fig. 4B) was significantly increased and accompanied by significantly activated lysosomes in RAMP-treated cells, especially in IFITM3-knockdown cells (Fig. 4A, B), suggesting that the lysosomal system is activated immediately following the destruction of the cell membrane system, eventually causing cell death. These results suggest that IFITM3 in the cell membrane provides the first protective barrier for mNRPCs, and its decreased expression leads to the breakdown of cell homeostasis and initiation of lysosome formation to eliminate damaged cells. Furthermore, there was no significant difference among the IFITM3-knockdown cells with or without RAMP treatment, suggesting that MA was not activated in the cells when the IFITM3 gene was knocked down. However, IFITM3 knockdown led to a cascade of effects causing increased membrane permeability, activation of lysosomes and the CMA pathway, eventually leading to cell death.

**Fig. 4:**
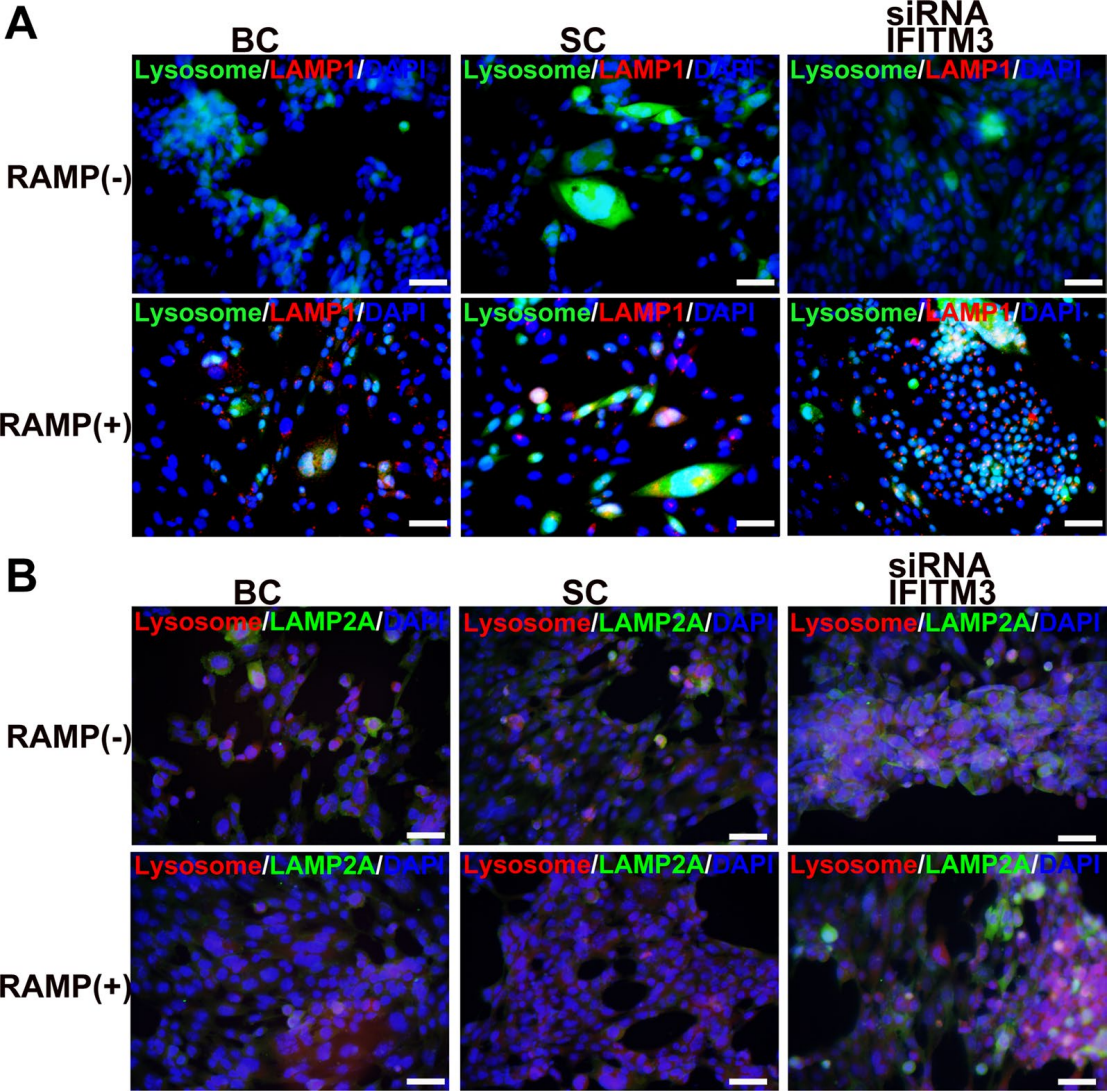
Lysosome activation in IFITM3-knockdown cells treated with or without rapamycin. Immunofluorescence staining of LAMP1 and LAMP2A in cells treated with or without RAMP for 48 h that were labeled with 50 nM LysoTracker for 30 min. **A** The blank control group, **B** Scramble control group and **C** IFITM3-knockdown group. Abbreviation: BC, blank control; SC, scramble control

### Activation of the CMA pathway when IFITM3 is knocked down

Cell viability was significantly inhibited and eventually caused cell death after IFITM3 knockdown. Therefore, signal pathways regulating cell proliferation including mTOR pathway and MAPK pathway were detected, the data showed no significant activation of the mTOR pathway (Fig. 5A), but obviously decreased expression of ERK1/2 among the groups (Fig. 5B), suggesting that the downregulation of IFITM3 resulted in decreased cell survival and that the ability of the cells to proliferate was severely reduced.

**Fig. 5:**
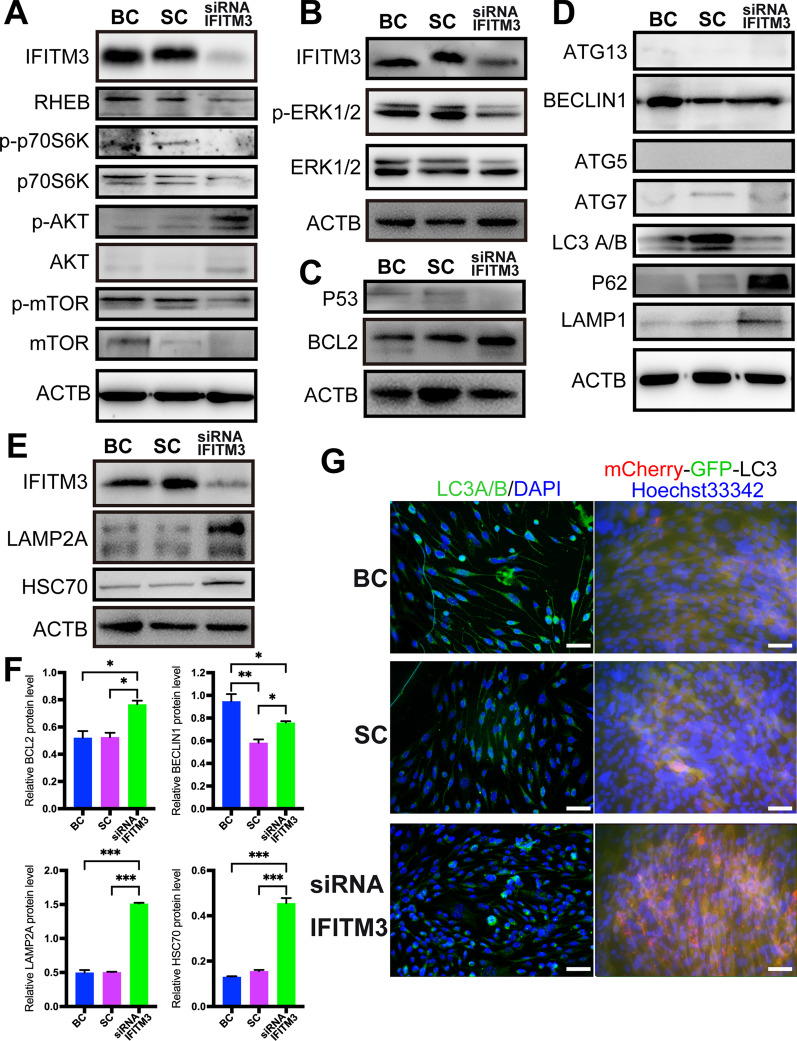
IFITM3 increases the survival and maintains the proliferation of mNRPCs mainly through the CMA signaling pathway. **A** The expression of mTOR pathway-related proteins in cells after IFITM3 knockdown. **B** The expression of ERK1/2 was significantly decreased in IFITM3-knockdown cells. **C** The expression of BCL2 and P53 in IFITM3-knockdown cells. **D** The expression of MA pathway-related proteins in cells after IFITM3 knockdown. **E** CMA was activated, accompanied by increased expression of LAMP2A and HSC70 in cells in which the IFITM3 gene was knocked down. The results are representative of at least three independent experiments, and representative blots are shown. **F** Bar graph showing the relative protein expression levels from the western blot. **G** Results of IHC analysis of LC3A/B and fluorescent images showing mCherry-GFP-LC3 expression after IFITM3 knockdown used to assay autophagic flux in the cells. Magnification: × 400; scale bar: 50 μm

Then, the results of western blot analysis showed significantly increased expression of the antiapoptotic protein BCL2 (Fig. 5C, F) and decreased expression of P53 (Fig. 5C) in IFITM3-knockdown cells, which suggested that the apoptotic pathway was not activated when IFITM3 was knocked down. Additionally, we examined apoptotic cells by staining the cells with Annexin V-PE, the results showed no obvious apoptosis in IFITM3-knockdown cells (Additional file 3: Fig. S3A–C), and no apoptotic bodies were detected by Hoechst 33342 staining (Additional file 3: Fig. S3D–F), which consistent with WB results.

Next, the further investigation focused on the MA and CMA pathways. The expression of MA pathway-related proteins is complicated, there was no significant change in ATG13, BECLIN1, ATG5, ATG7 and LC3A/B, but P62 and LAMP1 were significantly upregulated (Fig. 5D, F), the increased LAMP1 suggested the formation of autophagy lysosomes, and the results suggested that the MA pathway was not activated after IFITM3 knockdown. Therefore, MA is not the pathway of this regulatory effect.

However, the expression of LAMP2A and HSC70 (Fig. 5E, F) was significantly upregulated, which indicated and confirmed the activation of CMA in the cells after IFITM3 knockdown. Although the mRNA expression (Additional file 4: Fig. S4) was not consistent with the protein expression after knockdown IFITM3 for 48 h, the specific reasons need to be further studied in the future. To further confirm the activation of MA or CMA, the expression of LC3A/B in IFITM3-knockdown cells was analyzed with immunohistochemical (IHC) first, the results showed that there was no significant difference in the cells (Fig. 5G). Then, the generation of autophagic flux was examined by constructing stable LC3-GFP-mCherry-expressing mNRPCs. The results showed that no autophagic flux was generated in the cells (Fig. 5G; Additional file 5: Fig. S5).

Some of the above results were consistent with IHC results. When IFITM3 was knocked down (Fig. 6A–C), the results of IHC analysis showed slightly increased expression of BCL2 (Fig. 6D–F) and no significant changes in ATG7 expression (Fig. 6G–I), while the expression of LAMP1 (Fig. 6J–L), P62 (Fig. 6M–O) and LAMP2A (Fig. 6P–R) was significantly changed. The data were consistent with the WB results and IHC data during lysosome activation, indicating no activation of MA or the apoptotic pathway, while the CMA pathway was activated in IFITM3-knockdown cells. According to the above data, we believe that IFITM3 regulates cell viability mainly by regulating the CMA pathway, suggesting that the IFITM3 gene has a protective function that increases progenitor cell survival and self-renewal.

**Fig. 6:**
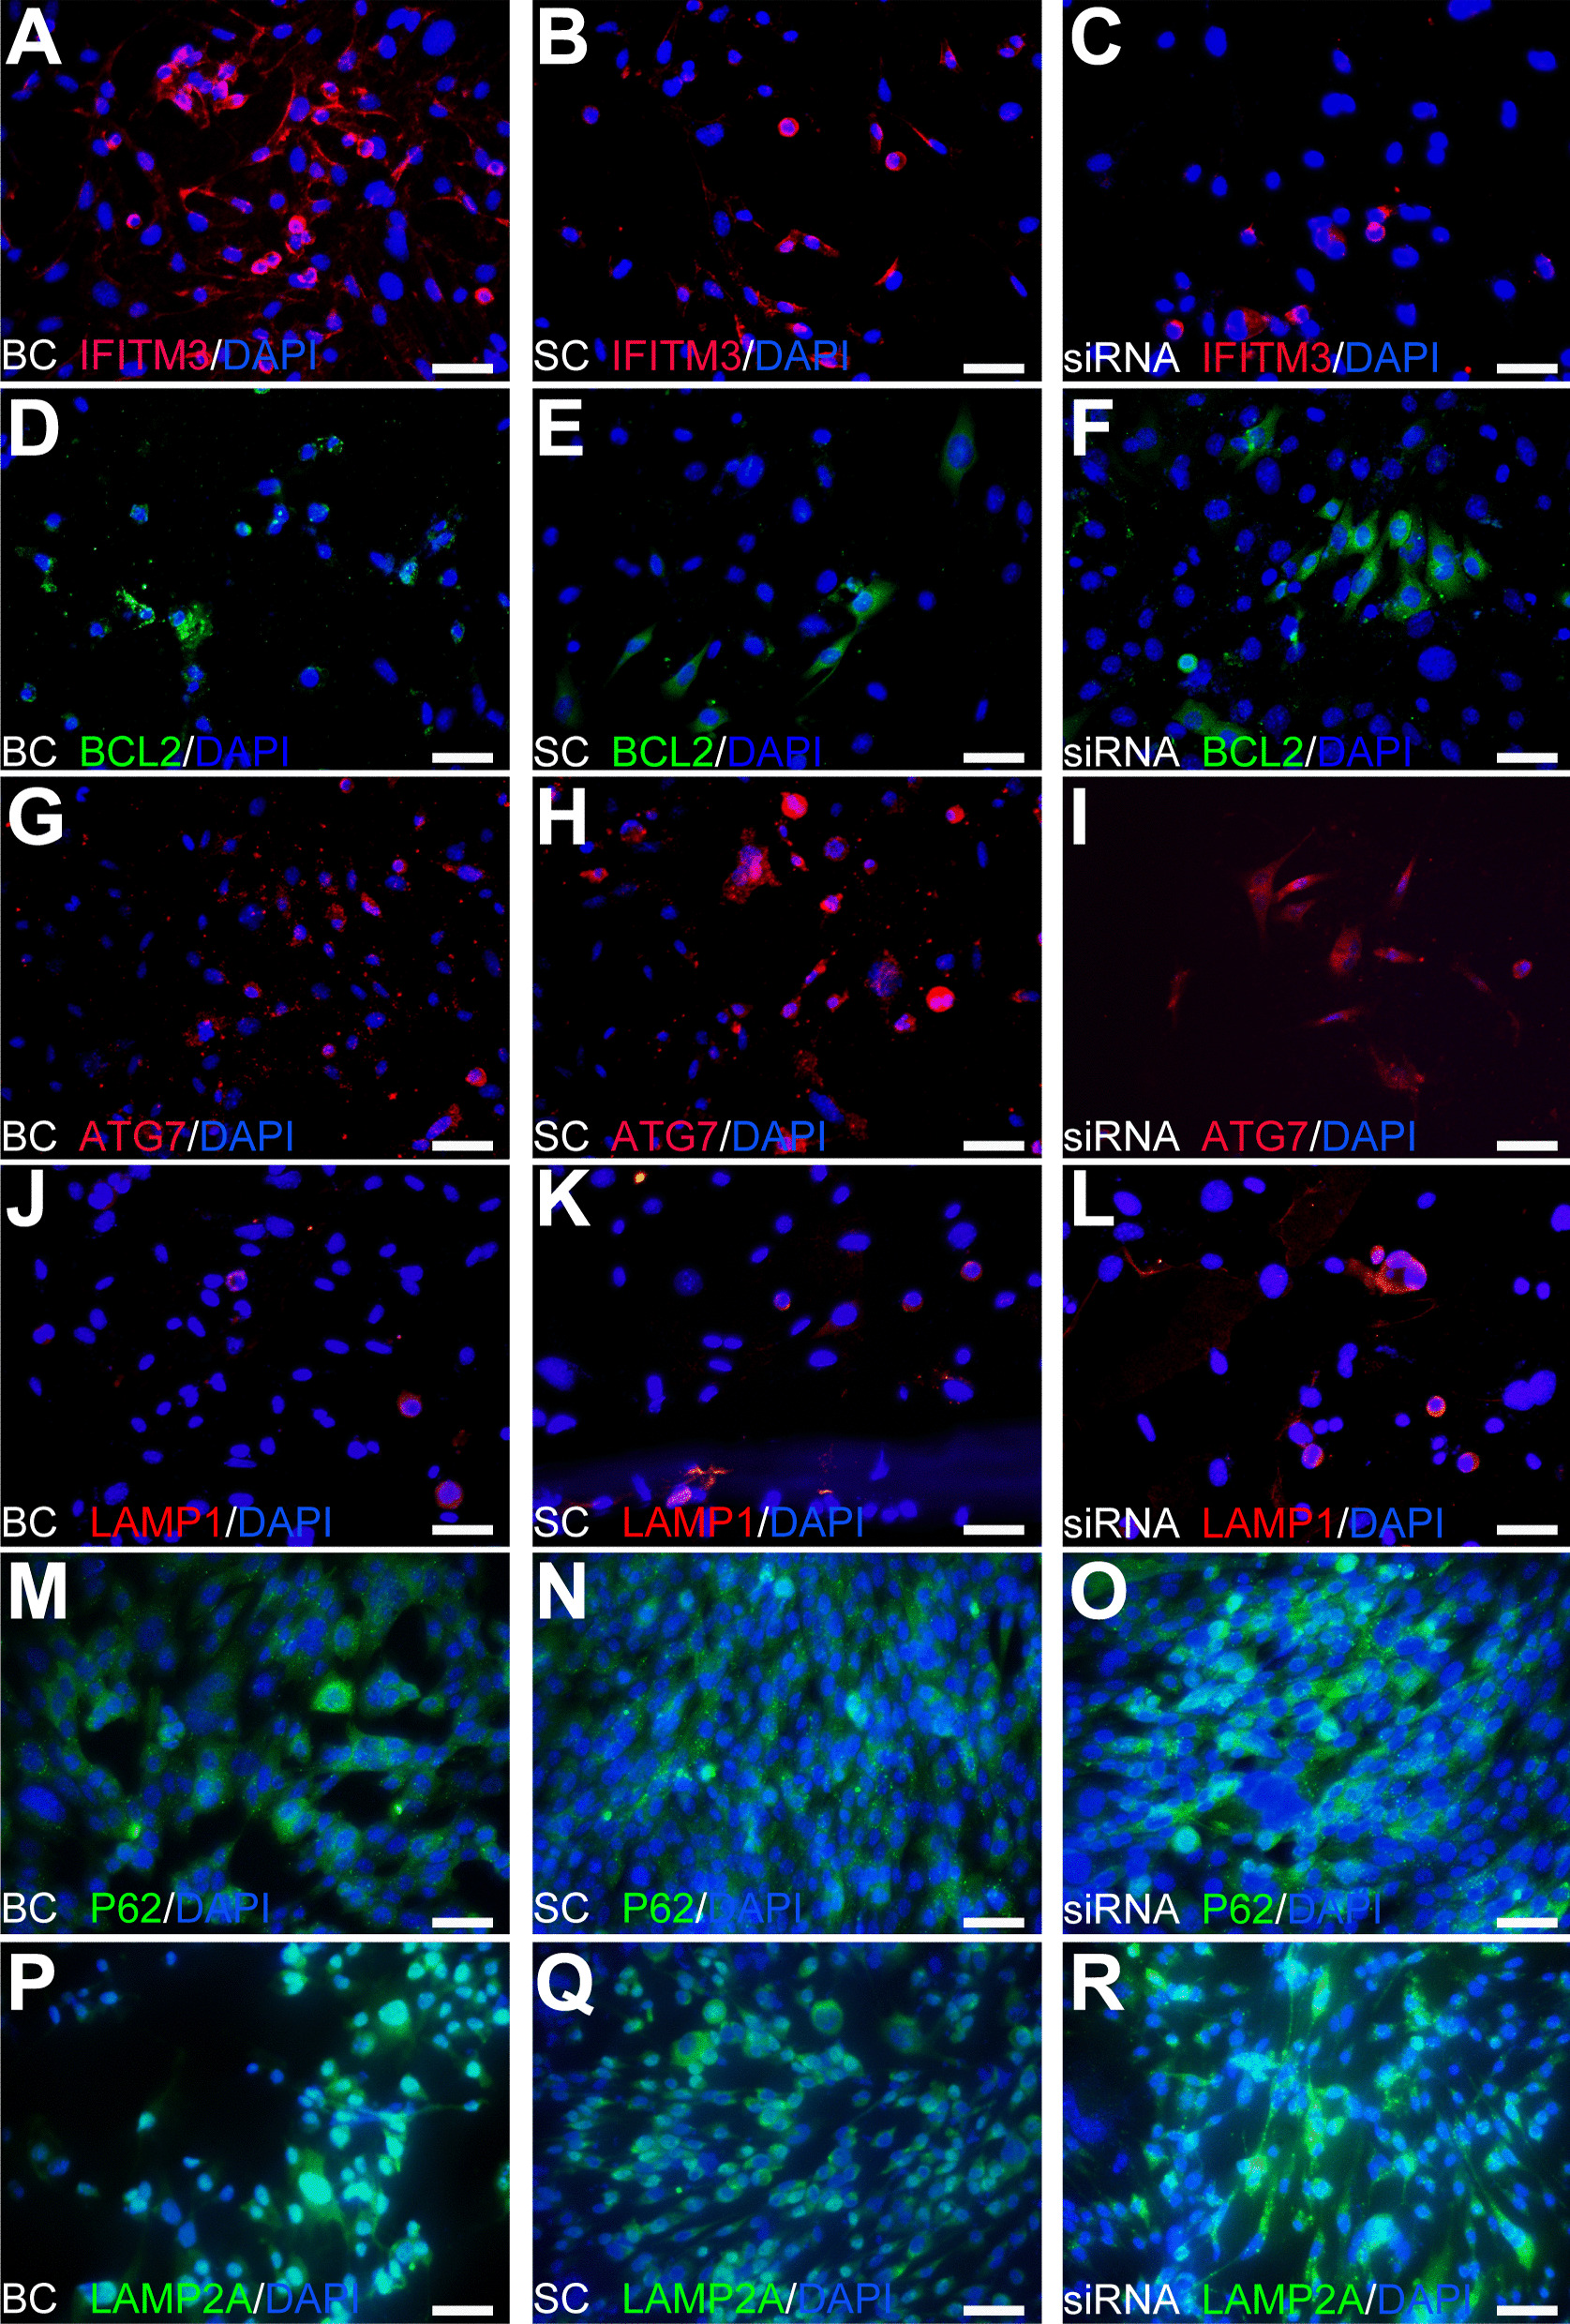
IHC assay upon IFITM3 knockdown. **A**–**C** Immunofluorescence staining of IFITM3 in the different groups. **D**–**F** Expression of the classic apoptosis pathway-related protein BCL2. **G**–**O** MA pathway-related proteins: ATG7, LAMP1 and P62. **P–R** The expression of the CMA pathway protein LAMP2A was consistent with the WB results. The results are representative of at least three independent experiments, and representative views are shown. Magnification: × 400; scale bar: 50 μm. Abbreviation: BC, blank control; SC, scramble control

## Discussion

Stem cell-related cell therapies have developed rapidly around the world. In the field of cellular ophthalmology therapy, safety data have emerged from several phase I/II clinical trials of cell transplantation with retinal pigment epithelial (RPE) cells or MSCs [25–35]; however, some issues, such as host-graft rejection, validation over too short a duration (less than 12 months) and a lack of clinical significance, remain. Although RPC transplantation is considered a very promising approach [2, 36–38], its application is limited because of insufficient donor cells. Therefore, the need to obtain enough seed cells has become urgent. Previously, we established mNRPCs that can be cultured long-term in vitro and maintain their self-renewal properties based on the combination of bFGF and CHIR99021 [3]. In further biological studies, RNA-seq data showed the high expression of some genes that are expressed at low levels in adult retinal tissue, such as IFITM3, an intrinsic host factor with extensive function in the organism, including antiviral function [39, 40], immune function [41–44] and germ cell specification [45] that is localized in several cellular components, including the apical part of the cell, cell surface and endolysosomal membrane. Currently, limited reports on the role of IFITM3 in stem cells are available, and its specific function in the field is still unclear. Here, we studied the function of the IFITM3 gene in mNRPCs by knocking it down, and we focused on investigating the changes in the autophagy pathway, which is very important to cell death and homeostasis. In mNRPCs, we found that chaperone-mediated autophagy (CMA) plays a very important function in regulating retinal progenitor cell homeostasis.

Our analysis provides a series of studies of signaling pathways involved in regulating cell growth and death, and mNRPCs showed significantly decreased cell viability and proliferation after IFITM3 knockdown. The significantly decreased expression of CCND1, a key molecule in the regulation of cell cycle progression from G1 to S phase, suggests that IFITM3 affects the proliferation of mNRPCs by regulating cell division. In addition, the expression of ERK1/2 was decreased accordingly after IFITM3 knockdown, indicating that IFITM3 regulates cell proliferation and may be associated with the MAPK pathway. And the apoptotic pathway was not activated when IFITM3 was knocked down. Further detection revealed that the CMA pathway was activated with high expression of HSC70 and LAMP2A, although the mRNA expression was not consistent with the protein expression. It has been reported that CMA began to increase at 8 h after serum starvation and peaked at 36 h, lasting for 3 days [46]. Overall, our work provides a basis for understanding how IFITM3 regulates RPC proliferation and homeostasis.

As one of the important members of the autophagy family, macroautophagy (MA), mitophagy (mA) [47–49] and CMA [49–52], CMA starts with HSC70, and HSC70 targets cargo proteins and then binds to LAMP2A to translocate the proteins into the lysosomal lumen. CMA activity is detectable under basal conditions in most cells, but overactivation occurs during stress, such as nutrient deprivation [53] and lipid overload [54, 55]. Consistently, our IFITM3 knockdown cell model demonstrated that IFITM3 maintains RPC cell homeostasis by stabilizing the cell membrane or cellular membranous organelles. Consistent with the LAMP2A immunolabeling data, WB and lysosome activation assays confirmed the overactivation of CMA. Moreover, RNA-seq data showed significant changes in the membrane system, and GO and KEGG analysis of the RNA-seq results suggested that IFITM3 is involved in regulating mNRPC proliferation by changing the structure and function of the cell membrane. Additionally, lysosomes also showed a marked increase in abundance in this abnormal membrane system. Our results suggest that CMA activation is due to the instability of the cell membrane system, lysosomal activation and accumulation caused by IFIMT3 knockdown.

Knowing that lysosomes are a key factor in autophagy and important for regulating mTORC1 signaling [56–59], the main regulator of autophagy, especially MA, we studied changes in lysosomes and the autophagy pathway after RAMP treatment when IFITM3 was knocked down. An increase in the expression of LAMP1 and LAMP2A in knockdown cells suggests the activation of lysosomes, consistent with the LysoTracker results. We believe that IFITM3 regulates cell proliferation mainly by activating the CMA pathway, and lysosomes are the key member of this regulatory process. Some similarity exists between our data and another study that observed protein quality control in quiescent steady-state hematopoietic stem cells (HSCs) of CMA [52].

Taken together, this evidence suggests a protective role for IFITM3 interactions in mediating self-renewal and cellular homeostasis in mNRPCs. The decreased expression of IFITM3 in mNRPCs resulted in the destruction of the cell membrane system and activation of lysosomes, a key factor in the autophagy pathway. Similar to our findings, IFITM3 has been reported to shuttle virus particles directly to lysosomes [60]. In mNRPCs, lysosomes were activated to remove the stress damage in cells caused by IFITM3 knockout and accompanied by activation of the CMA pathway, and continuous overactivation of CMA caused cell death.

Overall, the study provides novel insights into the role of IFITM3 in RPCs, such as solving the problem of maintaining self-renewal in vitro by regulating the CMA pathway or attempting to activate quiescent in vivo RPC cells to repair damaged retinas in retinal degenerative diseases.

## Conclusion

In this report, we found that IFITM3 plays an important role in RPC proliferation by activating the CMA pathway, suggesting that the low-level activation of CMA is important in maintaining the homeostasis of RPCs, while the overactivation of CMA leads to cell death.

## Supplementary Information

**Additional file 1.** **Figure S1:** Cell morphology and expression of IFITM3 of mNRPCs after knockdown with siRNA for 48 h.

**Additional file 2.** **Figure S2:** High-throughput sequencing analysis of IFITM3-knockdown cells.

**Additional file 3.** **Figure S3:** Cell apoptosis assay after IFITM3-knockdown for 48 h.

**Additional file 4.** **Figure S4:** qRT–PCR assay of LAMP2A and HSC70 expression in mNRPCs after knockdown IFITM3 for 48 h.

**Additional file 5.** **Figure S5:** Fluorescent images showing mCherry-GFP-LC3 expression after IFITM3 knockdown used to assay autophagic flux in the cells.

**Additional file 6.** Supplementary Material.

## Data Availability

RNA-seq data generated in the study can be accessed at the Gene Expression Omnibus under accession code GSE176472(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176472). The original gel images of the western blot were supplied in the supplementary material (supplementary material Original gel images). All other data are included within the article and its additional files.

## Abbreviations

BC: Blank control
CCND1: Cyclin D1
CMA: Chaperone-mediated autophagy
DEG: Differentially expressed gene
ECM: Extracellular matrix
ER: Endoplasmic reticulum
GO: Gene ontology
IFITM3: Interferon-induced transmembrane protein 3
KEGG: Kyoto encyclopedia of genes and genomes
LAMP1: Lysosome-associated membrane protein 1
mA: Microautophagy
mNRPC: Mouse neural retinal progenitor cell
MSC: Mesenchymal stem cells
OD: Optical density
PFA: Paraformaldehyde
RAMP: Rapamycin
RPC: Retinal progenitor cell
SC: Scramble control
UMAP: Uniform manifold approximation and projection

## References

[1] Wang Z, Gao F, Zhang M, Zheng Y, Zhang F, Xu L, Cao L, He W (2020). Intravitreal injection of human retinal progenitor cells for treatment of retinal degeneration. Med Sci Monit.

[2] Liu Y, Chen SJ, Li SY, Qu LH, Meng XH, Wang Y, Xu HW, Liang ZQ, Yin ZQ (2017). Long-term safety of human retinal progenitor cell transplantation in retinitis pigmentosa patients. Stem Cell Res Ther.

[3] Jin C, Ou Q, Li Z, Wang J, Zhang J, Tian H, Xu JY, Gao F, Lu L, Xu GT (2018). The combination of bFGF and CHIR99021 maintains stable self-renewal of mouse adult retinal progenitor cells. Stem Cell Res Ther.

[4] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol.

[5] Brass AL, Huang IC, Benita Y, John SP, Krishnan MN, Feeley EM, Ryan BJ, Weyer JL, van der Weyden L, Fikrig E (2009). The IFITM proteins mediate cellular resistance to influenza A H1N1 virus, West Nile virus, and dengue virus. Cell.

[6] Schoggins JW, Wilson SJ, Panis M, Murphy MY, Jones CT, Bieniasz P, Rice CM (2011). A diverse range of gene products are effectors of the type I interferon antiviral response. Nature.

[7] Weidner JM, Jiang D, Pan XB, Chang J, Block TM, Guo JT (2010). Interferon-induced cell membrane proteins, IFITM3 and tetherin, inhibit vesicular stomatitis virus infection via distinct mechanisms. J Virol.

[8] Yount JS, Moltedo B, Yang YY, Charron G, Moran TM, Lopez CB, Hang HC (2010). Palmitoylome profiling reveals S-palmitoylation-dependent antiviral activity of IFITM3. Nat Chem Biol.

[9] Galvin HD, Husain M (2019). Influenza A virus-induced host caspase and viral PA-X antagonize the antiviral host factor, histone deacetylase 4. J Biol Chem.

[10] Sun Q, Lei N, Lu J, Gao RB, Li Z, Liu LQ, Sun Y, Guo JF, Wang DY, Shu YL (2020). Interferon-induced transmembrane protein 3 prevents acute influenza pathogenesis in mice. Biomed Environ Sci.

[11] Saitou M, Payer B, Lange UC, Erhardt S, Barton SC, Surani MA (2003). Specification of germ cell fate in mice. Philos Trans R Soc Lond B Biol Sci.

[12] Tanaka SS, Nagamatsu G, Tokitake Y, Kasa M, Tam PP, Matsui Y (2004). Regulation of expression of mouse interferon-induced transmembrane protein like gene-3, Ifitm3 (mil-1, fragilis), in germ cells. Dev Dyn.

[13] Tanaka SS, Yamaguchi YL, Tsoi B, Lickert H, Tam PP (2005). IFITM/Mil/fragilis family proteins IFITM1 and IFITM3 play distinct roles in mouse primordial germ cell homing and repulsion. Dev Cell.

[14] Jiang LQ, Xia T, Hu YH, Sun MS, Yan S, Lei CQ, Shu HB, Guo JH, Liu Y (2018). IFITM3 inhibits virus-triggered induction of type I interferon by mediating autophagosome-dependent degradation of IRF3. Cell Mol Immunol.

[15] Yount JS, Karssemeijer RA, Hang HC (2012). S-palmitoylation and ubiquitination differentially regulate interferon-induced transmembrane protein 3 (IFITM3)-mediated resistance to influenza virus. J Biol Chem.

[16] Ohsumi Y (1999). Molecular mechanism of autophagy in yeast, *Saccharomyces cerevisiae*. Philos Trans R Soc Lond B Biol Sci.

[17] Goyal A, Neill T, Owens RT, Schaefer L, Iozzo RV (2014). Decorin activates AMPK, an energy sensor kinase, to induce autophagy in endothelial cells. Matrix Biol.

[18] Ashoor R, Yafawi R, Jessen B, Lu S (2013). The contribution of lysosomotropism to autophagy perturbation. PLoS ONE.

[19] Brenner C, Galluzzi L, Kepp O, Kroemer G (2013). Decoding cell death signals in liver inflammation. J Hepatol.

[20] Kim MJ, Febbraro D, Farkona S, Gillmore T, Son JE, Regeenes R, Chang HH, Pollock-Tahiri E, Yang J, Park YJ (2021). Distinct roles of UVRAG and EGFR signaling in skeletal muscle homeostasis. Mol Metab.

[21] Tseng WC, Lee PY, Tsai MT, Chang FP, Chen NJ, Chien CT, Hung SC, Tarng DC (2021). Hypoxic mesenchymal stem cells ameliorate acute kidney ischemia-reperfusion injury via enhancing renal tubular autophagy. Stem Cell Res Ther.

[22] Tang J, Ye Z, Liu Y, Zhou M, Huang L, Mo Q, Su X, Qin C (2021). Autophagy-deficiency in bone marrow mononuclear cells from patients with myasthenia gravis: a possible mechanism of pathogenesis. Int J Neurosci.

[23] Savio-Silva C, Soinski-Sousa PE, Simplicio-Filho A, Bastos RMC, Beyerstedt S, Rangel EB (2021). Therapeutic potential of mesenchymal stem cells in a pre-clinical model of diabetic kidney disease and obesity. Int J Mol Sci.

[24] Clark BS, Stein-O'Brien GL, Shiau F, Cannon GH, Davis-Marcisak E, Sherman T, Santiago CP, Hoang TV, Rajaii F, James-Esposito RE (2019). Single-cell RNA-Seq analysis of retinal development identifies NFI factors as regulating mitotic exit and late-born cell specification. Neuron.

[25] Algvere PV, Berglin L, Gouras P, Sheng Y, Kopp ED (1997). Transplantation of RPE in age-related macular degeneration: observations in disciform lesions and dry RPE atrophy. Graefes Arch Clin Exp Ophthalmol.

[26] da Cruz L, Fynes K, Georgiadis O, Kerby J, Luo YH, Ahmado A, Vernon A, Daniels JT, Nommiste B, Hasan SM (2018). Phase 1 clinical study of an embryonic stem cell-derived retinal pigment epithelium patch in age-related macular degeneration. Nat Biotechnol.

[27] Humayun MS (2000). Human neural retinal transplantation. Invest Ophthalmol Vis Sci.

[28] Radtke ND, Aramant RB, Petry HM, Green PT, Pidwell DJ, Seiler MJ (2008). Vision improvement in retinal degeneration patients by implantation of retina together with retinal pigment epithelium. Am J Ophthalmol.

[29] Schwartz SD, Hubschman JP, Heilwell G, Franco-Cardenas V, Pan CK, Ostrick RM, Mickunas E, Gay R, Klimanskaya I, Lanza R (2012). Embryonic stem cell trials for macular degeneration: a preliminary report. Lancet.

[30] Schwartz SD, Regillo CD, Lam BL, Eliott D, Rosenfeld PJ, Gregori NZ, Hubschman JP, Davis JL, Heilwell G, Spirn M (2015). Human embryonic stem cell-derived retinal pigment epithelium in patients with age-related macular degeneration and Stargardt's macular dystrophy: follow-up of two open-label phase 1/2 studies. Lancet.

[31] Song WK, Park KM, Kim HJ, Lee JH, Choi J, Chong SY, Shim SH, Del Priore LV, Lanza R (2015). Treatment of macular degeneration using embryonic stem cell-derived retinal pigment epithelium: preliminary results in Asian patients. Stem Cell Rep.

[32] Siqueira RC, Messias A, Voltarelli JC, Scott IU, Jorge R (2011). Intravitreal injection of autologous bone marrow-derived mononuclear cells for hereditary retinal dystrophy: a phase I trial. Retina.

[33] Siqueira RC, Messias A, Voltarelli JC, Messias K, Arcieri RS, Jorge R (2013). Resolution of macular oedema associated with retinitis pigmentosa after intravitreal use of autologous BM-derived hematopoietic stem cell transplantation. Bone Marrow Transplant.

[34] Siqueira RC, Messias A, Messias K, Arcieri RS, Ruiz MA, Souza NF, Martins LC, Jorge R (2015). Quality of life in patients with retinitis pigmentosa submitted to intravitreal use of bone marrow-derived stem cells (Reticell -clinical trial). Stem Cell Res Ther.

[35] Satarian L, Nourinia R, Safi S, Kanavi MR, Jarughi N, Daftarian N, Arab L, Aghdami N, Ahmadieh H, Baharvand H (2017). Intravitreal injection of bone marrow mesenchymal stem cells in patients with advanced retinitis pigmentosa; a safety study. J Ophthalmic Vis Res.

[36] Hendrickson A, Bumsted-O'Brien K, Natoli R, Ramamurthy V, Possin D, Provis J (2008). Rod photoreceptor differentiation in fetal and infant human retina. Exp Eye Res.

[37] Gu P, Harwood LJ, Zhang X, Wylie M, Curry WJ, Cogliati T (2007). Isolation of retinal progenitor and stem cells from the porcine eye. Mol Vis.

[38] Tang Z, Jiang F, Zhang Y, Zhang Y (2019). Mussel-inspired injectable hydrogel and its counterpart for actuating proliferation and neuronal differentiation of retinal progenitor cells. Biomaterials.

[39] Li C, Du S, Tian M, Wang Y, Bai J, Tan P, Liu W, Yin R, Wang M, Jiang Y (2018). The host restriction factor interferon-inducible transmembrane protein 3 inhibits vaccinia virus infection. Front Immunol.

[40] Smith SE, Busse DC, Binter S, Weston S, Diaz Soria C, Laksono BM, Clare S, Van Nieuwkoop S, Van den Hoogen BG, Clement M (2019). Interferon-induced transmembrane protein 1 restricts replication of viruses that enter cells via the plasma membrane. J Virol.

[41] Wee YS, Roundy KM, Weis JJ, Weis JH (2012). Interferon-inducible transmembrane proteins of the innate immune response act as membrane organizers by influencing clathrin and v-ATPase localization and function. Innate Immun.

[42] Verrier ER, Colpitts CC, Bach C, Heydmann L, Zona L, Xiao F, Thumann C, Crouchet E, Gaudin R, Sureau C (2016). Solute carrier NTCP regulates innate antiviral immune responses targeting hepatitis C virus infection of hepatocytes. Cell Rep.

[43] Campbell RA, Schwertz H, Hottz ED, Rowley JW, Manne BK, Washington AV, Hunter-Mellado R, Tolley ND, Christensen M, Eustes AS (2019). Human megakaryocytes possess intrinsic antiviral immunity through regulated induction of IFITM3. Blood.

[44] Nutsford AN, Galvin HD, Ahmed F, Husain M (2019). The Class IV human deacetylase, HDAC11, exhibits anti-influenza A virus properties via its involvement in host innate antiviral response. Cell Microbiol.

[45] Young JC, Dias VL, Loveland KL (2010). Defining the window of germline genesis in vitro from murine embryonic stem cells. Biol Reprod.

[46] Koga H, Martinez-Vicente M, Macian F, Verkhusha VV, Cuervo AM (2011). A photoconvertible fluorescent reporter to track chaperone-mediated autophagy. Nat Commun.

[47] Li M, Guo J, Wang H, Li Y (2021). Involvement of mitochondrial dynamics and mitophagy in sevoflurane-induced cell toxicity. Oxid Med Cell Longev.

[48] Lizama BN, Chu CT (2021). Neuronal autophagy and mitophagy in Parkinson's disease. Mol Asp Med.

[49] Zheng J, Wei S, Xiao T, Li G (2021). LC3B/p62-mediated mitophagy protects A549 cells from resveratrol-induced apoptosis. Life Sci.

[50] Tokarchuk I, Janser FA, Schlafli AM, Pinto MT, Humbert M, Niklaus NJ, Berezowska S, Langer R, Tschan MP (2021). Increased LAMP2A levels correlate with a shorter disease-free survival of HER2 negative breast cancer patients and increased breast cancer cell viability. Biochem Biophys Res Commun.

[51] Xu X, Sun Y, Cen X, Shan B, Zhao Q, Xie T, Wang Z, Hou T, Xue Y, Zhang M (2021). Metformin activates chaperone-mediated autophagy and improves disease pathologies in an Alzheimer disease mouse model. Protein Cell.

[52] Dong S, Wang Q, Kao YR, Diaz A, Tasset I, Kaushik S, Thiruthuvanathan V, Zintiridou A, Nieves E, Dzieciatkowska M (2021). Chaperone-mediated autophagy sustains haematopoietic stem-cell function. Nature.

[53] Cuervo AM, Knecht E, Terlecky SR, Dice JF (1995). Activation of a selective pathway of lysosomal proteolysis in rat liver by prolonged starvation. Am J Physiol.

[54] Kaushik S, Cuervo AM (2015). Degradation of lipid droplet-associated proteins by chaperone-mediated autophagy facilitates lipolysis. Nat Cell Biol.

[55] Rodriguez-Navarro JA, Kaushik S, Koga H, Dall'Armi C, Shui G, Wenk MR, Di Paolo G, Cuervo AM (2012). Inhibitory effect of dietary lipids on chaperone-mediated autophagy. Proc Natl Acad Sci USA.

[56] Atwood DJ, Pokhrel D, Brown CN, Holditch SJ, Bachu DM, Thorburn A, Hopp K, Edelstein CL (2020). Increased mTOR and suppressed autophagic flux in the heart of a hypomorphic Pkd1 mouse model of autosomal dominant polycystic kidney disease. Cell Signal.

[57] Sironi J, Aranda E, Nordstrom LU, Schwartz EL (2019). Lysosome membrane permeabilization and disruption of the molecular target of rapamycin (mTOR)-lysosome interaction are associated with the inhibition of lung cancer cell proliferation by a chloroquinoline analog. Mol Pharmacol.

[58] Chen Y, Xu S, Wang N, Ma Q, Peng P, Yu Y, Zhang L, Ying Z, Wang H (2019). Dynasore suppresses mTORC1 activity and induces autophagy to regulate the clearance of protein aggregates in neurodegenerative diseases. Neurotox Res.

[59] Hong Z, Pedersen NM, Wang L, Torgersen ML, Stenmark H, Raiborg C (2017). PtdIns3P controls mTORC1 signaling through lysosomal positioning. J Cell Biol.

[60] Spence JS, He R, Hoffmann HH, Das T, Thinon E, Rice CM, Peng T, Chandran K, Hang HC (2019). IFITM3 directly engages and shuttles incoming virus particles to lysosomes. Nat Chem Biol.

# Supplementary material for: Chaperone-mediated autophagy plays an important role in regulating retinal progenitor cell homeostasis
**Source:** Stem Cell Res Ther. 2022 Apr 1;13:136. doi: 10.1186/s13287-022-02809-z
**Supplement:** Supplementary file 6 — Additional file 6. Supplementary Material.

Supplementary Material

# Supplementary methods

**1.1 Cell apoptosis assay**

For the apoptotic cell assay, after 48 h of transfection with IFITM3 siRNA, Annexin V-PE (Yeasen, China) was added to the cells for 15 min at room temperature in dark. The cells were washed 3 times with PBS (Sangon Biotech, China), then assayed with CytoFLEX LX system (BECKMAN COULTER, USA).

# Supplementary figures and tables

**2.1 Supplementary Table 1: Primers used in the RNA interference experiment and qPCR**

| **Genes** | **Forward (5′-3′)** | **Reverse (5′-3′)** |
| --- | --- | --- |
| SC | UUCUCCGAACGUGUCACGUdTdT | ACGUGACACGUUCGGAGAAdTdT |
| Ifitm3 | GAACUACUGUGAUCAACAUdTdT | AUGUUGAUCACAGUAGUUCdTdT |
| β-Actin  Lamp2A  Hsc70  GAPDH | UGAAGAUCAAGAUCAUUGCdTdT  GCAGTGCAGATGAAGACAA  CTCCTCTTTCCCTTGGTATTG  CCCCTTCATTGACCTCAACTACA | GCAAUGAUCUUGAUCUUCAdTdT  GGCGCTTGAGACCAATAAA  GTAGGTGGTGAAAGTCTGTG  TCCCATTCTCAGCCTTGACTGT |

SC: Scramble control.

**2.2 Supplementary Table 2: Antibodies used in immunostaining and western blot**

| **Antibodies** |  | **Source** | **Dilution** |
| --- | --- | --- | --- |

| **Immunostaining** | |  | |  | |  |
| --- | --- | --- | --- | --- | --- | --- |
| IFITM3 | | Proteintech, 11714-1-AP | | 200 | |  |
| BCL2 | | Proteintech, 12789-1-AP | | 200 | |  |
| ATG7 | | Proteintech, 10088-2-AP | | 200 | |  |
| LAMP1 | | Proteintech, 21997-1-AP | | 200 | |  |
| LC3 A/B | | Proteintech, 66139-1-Ig | | 200 | |  |
| p62/SQSTM1 | | CST, #39749 | | 200 | |  |
| **Western blot** | |  | |  | |  |
| Cyclin D1 | | Proteintech, 60186-1-Ig | | 1000 | |  |
| Lamin B1 | | Proteintech, 12987-1-AP | | 5000 | |  |
| P70(S6K) | | Proteintech, 14485-1-AP | | 1000 | |  |
| Phospho-p70 S6 Kinase (Thr421/Ser424) | | CST, #9204 | | 1000 | |  |
| LAMP1 | | Proteintech, 21997-1-AP | | 1000 | |  |
| ATG13 | | Proteintech, 18258-1-AP | | 1000 | |  |
| c-MYC | | Proteintech, 10828-1-AP | | 1000 | |  |
| Beclin1 | | Proteintech, 11306-1-AP | | 1000 | |  |
| RHEB | | Proteintech, 15924-1-AP | | 1000 | |  |
| LC3 A/B | | Proteintech, 66139-1-Ig | | 1000 | |  |
| mTOR | | Proteintech, 20657-1-AP | | 500 | |  |
| p-mTOR (Ser2448) | | CST, #5536 | | 1000 | |  |
| AKT | | CST, #9272 | | 1000 | |  |
| p-AKT(Ser473) | | CST, #9271 | | 1000 | |  |
| p62/SQSTM1 | | CST, #39749 | | 1000 | |  |
| LAMP2 | | Proteintech, 66301-1-Ig | | 1000 | |  |
| P53 | | Proteintech, 10442-1-AP | | 2000 | |  |
| p44/42 MAPK(ERK1/2) | | CST, #4695 | | 1000 | |  |
| Phospho-p44/42 MAPK(ERK1/2) (Thr202/Tyr204) | | CST, #4370 | | 1000 | |  |
| Hsc70 | | Proteintech, 10654-1-AP | | 1000 | |  |
| Alexa Fluor 488/555 conjugated secondary antibodies | | Thermo Fisher Scientific,  A-10680; A-21422 | | 1000 | |  |
| HRP-conjugated β-Actin Antibody | | Proteintech, HRP-60008 | | 10000 | |  |
|  |  |  |  | |  | |

## 2.3 Supplementary Figures and Supplementary Figure Legends

**
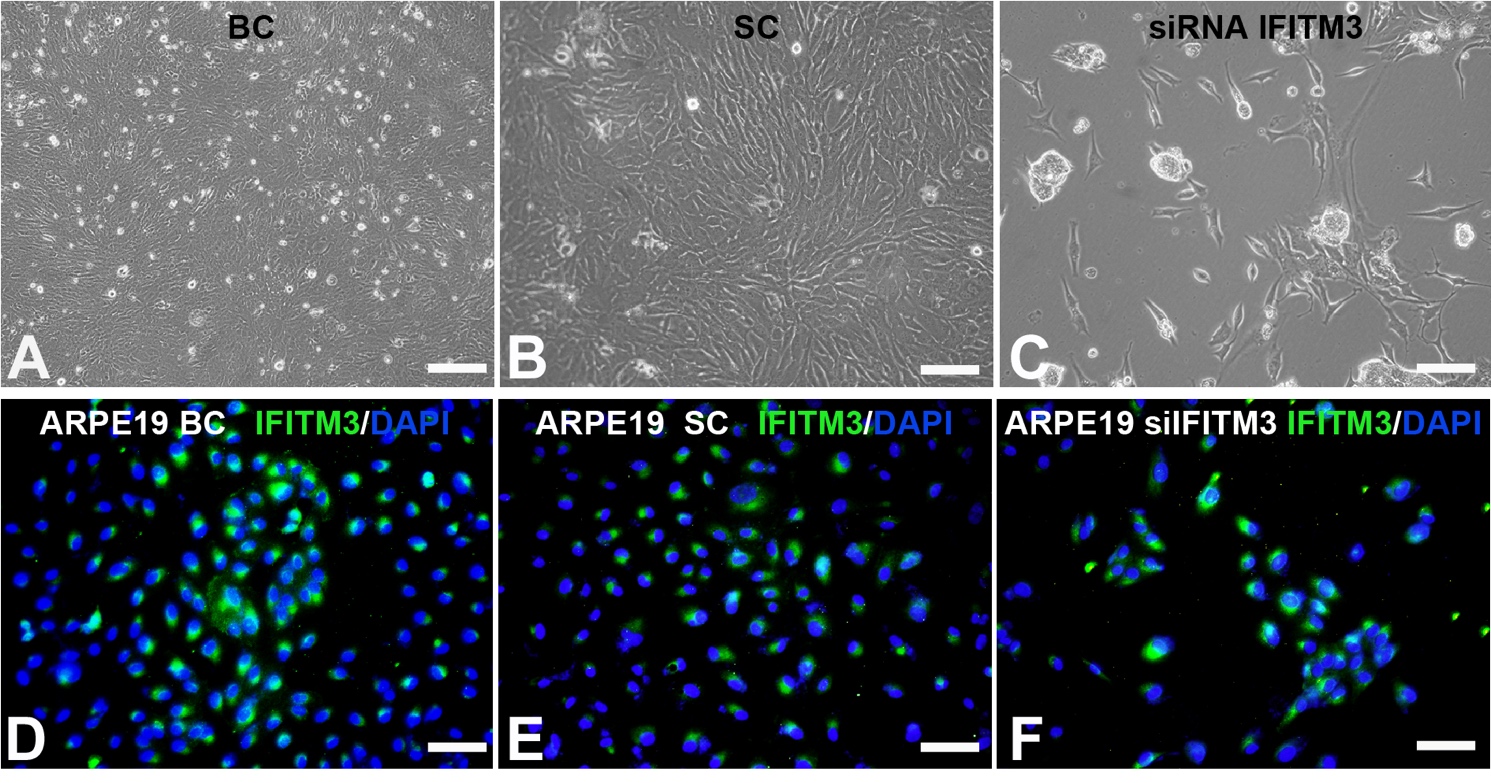
**

**Figure S1: Cell morphology and expression of IFITM3 of mNRPCs after knockdown with siRNA for 48h.**

**(A-C)** Cell morphology of the ARPE19 cells treated with siRNA transfection. (A) Black control group (BC), (B) Scramble control group (SC), (C) IFITM3-knockdown group (siRNA IFITM3). **(D-E)** Representative images of immunofluorescence of IFITM3 in ARPE19 cells. Magnification: ×200; scale bar: 100 μm.

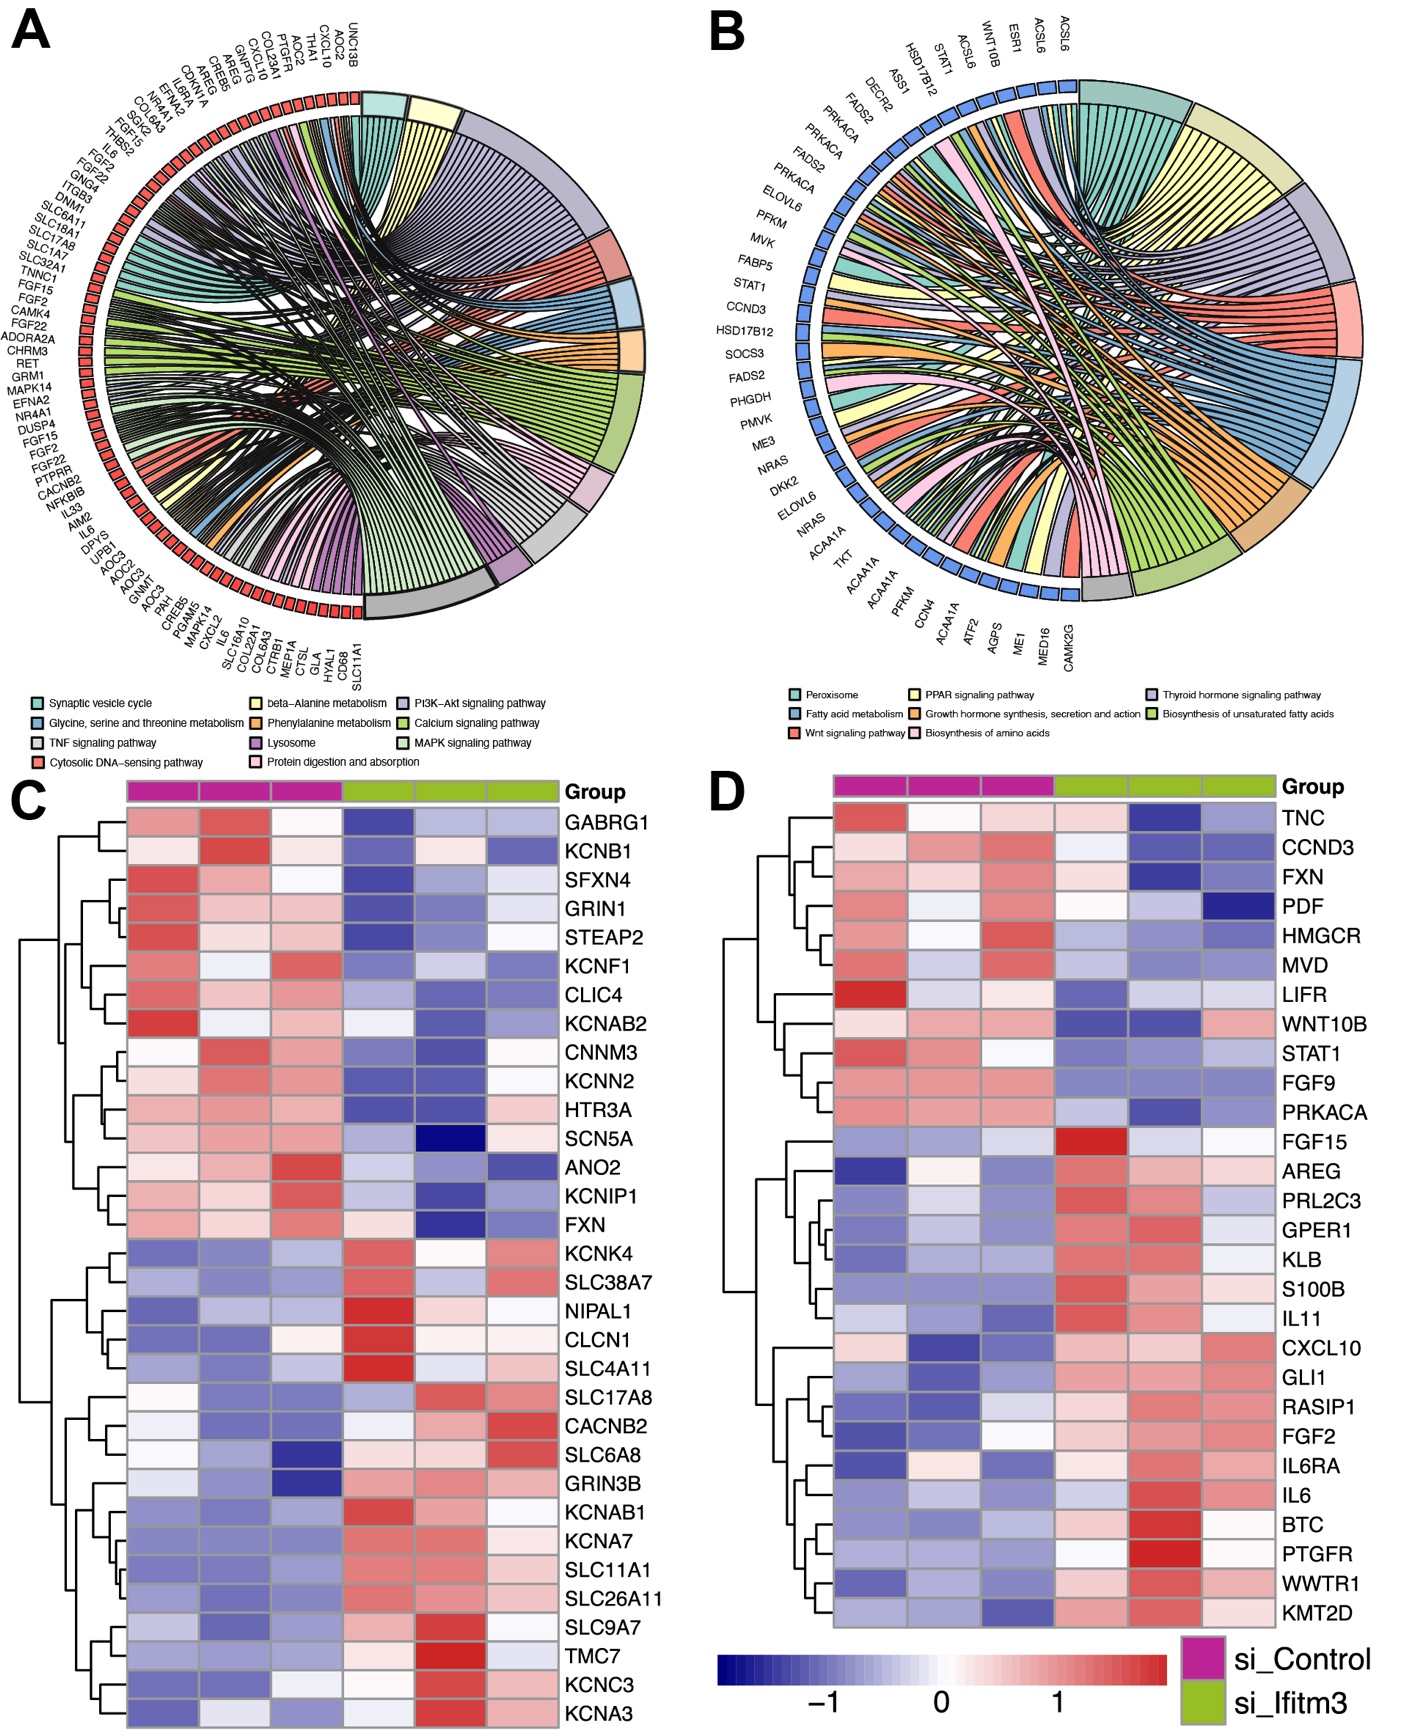

**Figure S2: High-throughput sequencing analysis of IFITM3-knockdown cells.**

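The heatmaps of Figure S2 name genes by pathway, and each gene was looked up in the FPKM values of the 6 libraries. All 81 genes drawn as higher and all 49 drawn as lower after the knockdown had group means in that direction. The study chose these genes on the same libraries, so that their direction is not independent evidence. Of the genes drawn as higher, 46 had a mean below 0.5 FPKM over the libraries, as did 12 of those drawn as lower. Among the remaining genes, 33 were higher and 25 lower at an unadjusted p under 0.05 from limma, 15 and 4 passed the thresholds of the study, and 0 passed an adjusted p of 0.05. With no filter on low values, 24 of the genes drawn as higher and 4 of those drawn as lower passed the thresholds of the study. The pseudocount of 0.1 shrinks the fold changes of the lowest genes in this count. In the panel of upregulated pathways, Mapk14, which encodes the MAP kinase p38 alpha, had a log2 fold change of 1.00 and Ctsl, which encodes the lysosomal protease cathepsin L, of 0.76. In the panel of downregulated pathways, Phgdh, which encodes the first enzyme of serine synthesis, had a log2 fold change of -0.74 and did not pass an unadjusted p of 0.05 in limma. Fabp5, which encodes a fatty acid binding protein, had a log2 fold change of -0.97. In the panel of channels and transporters, Slc26a11 had a log2 fold change of 0.78 and Steap2 of -0.58. In the panel of proliferation pathways, Btc, which encodes the growth factor betacellulin, was at 1.43 ± 0.543 FPKM (SD, n = 3) in control cells and 5.40 ± 2.34 FPKM (SD, n = 3) after the knockdown.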

**(A-B)** KEGG analysis showed the signaling pathways enriched in differentially expressed genes (DEGs). **(C-D)** Heatmap revealed the differentially expressed genes with related signaling pathways.

**
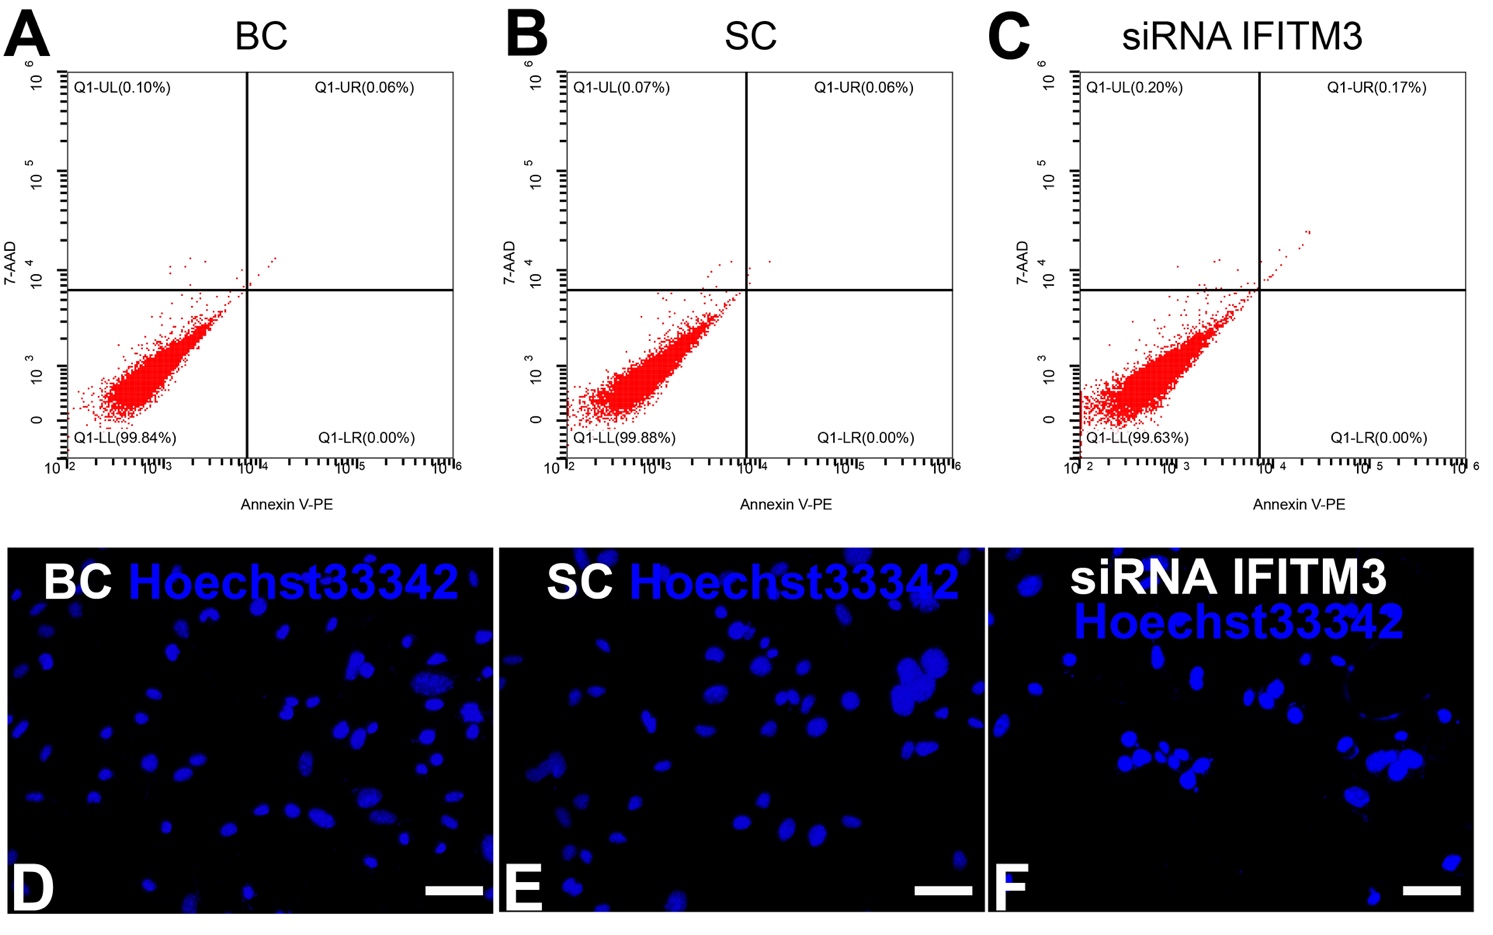
**

**Figure S3: Cell apoptosis assay after IFITM3-knockdown for 48h.**

**(A-C)** Flow cytometry assay of Annexin V-FITC staining in BC, SC and IFITM3-knockdown groups to determinate cell death. **(D-F)** Hoechst33342 staining in BC, SC and IFITM3-knockdown groups. Magnification: × 200; scale bar: 100 μm.

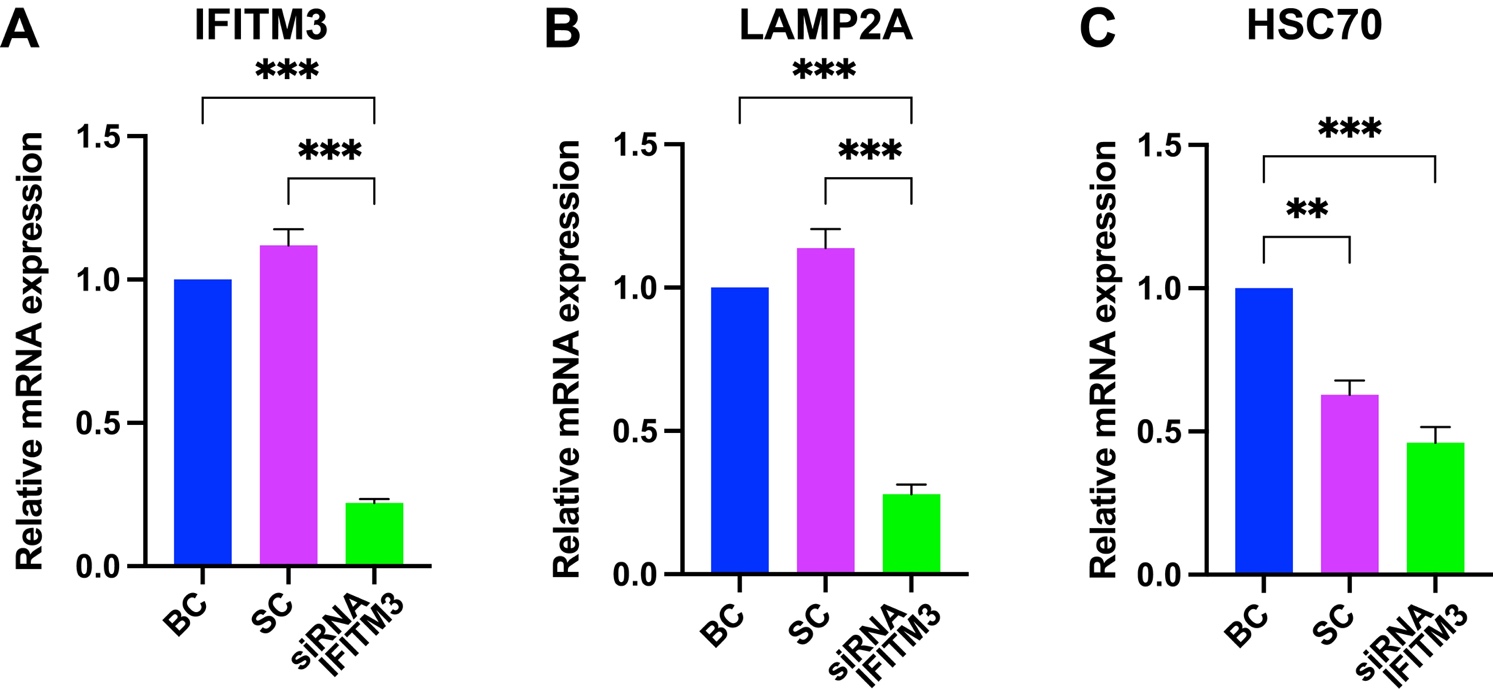

**Figure S4: qRT–PCR assay of LAMP2A and HSC70 expression in mNRPCs after knockdown IFITM3 for 48h. (A-C)** qRT–PCR assay results of LAMP2A, HSC70 and IFITM3 in BC, SC and IFITM3-knockdown groups. Data are presented as the mean ± SD (n = 3). *: P < 0.05; **: P < 0.01 (one-way ANOVA and Sidak’s multiple comparisons test).

**
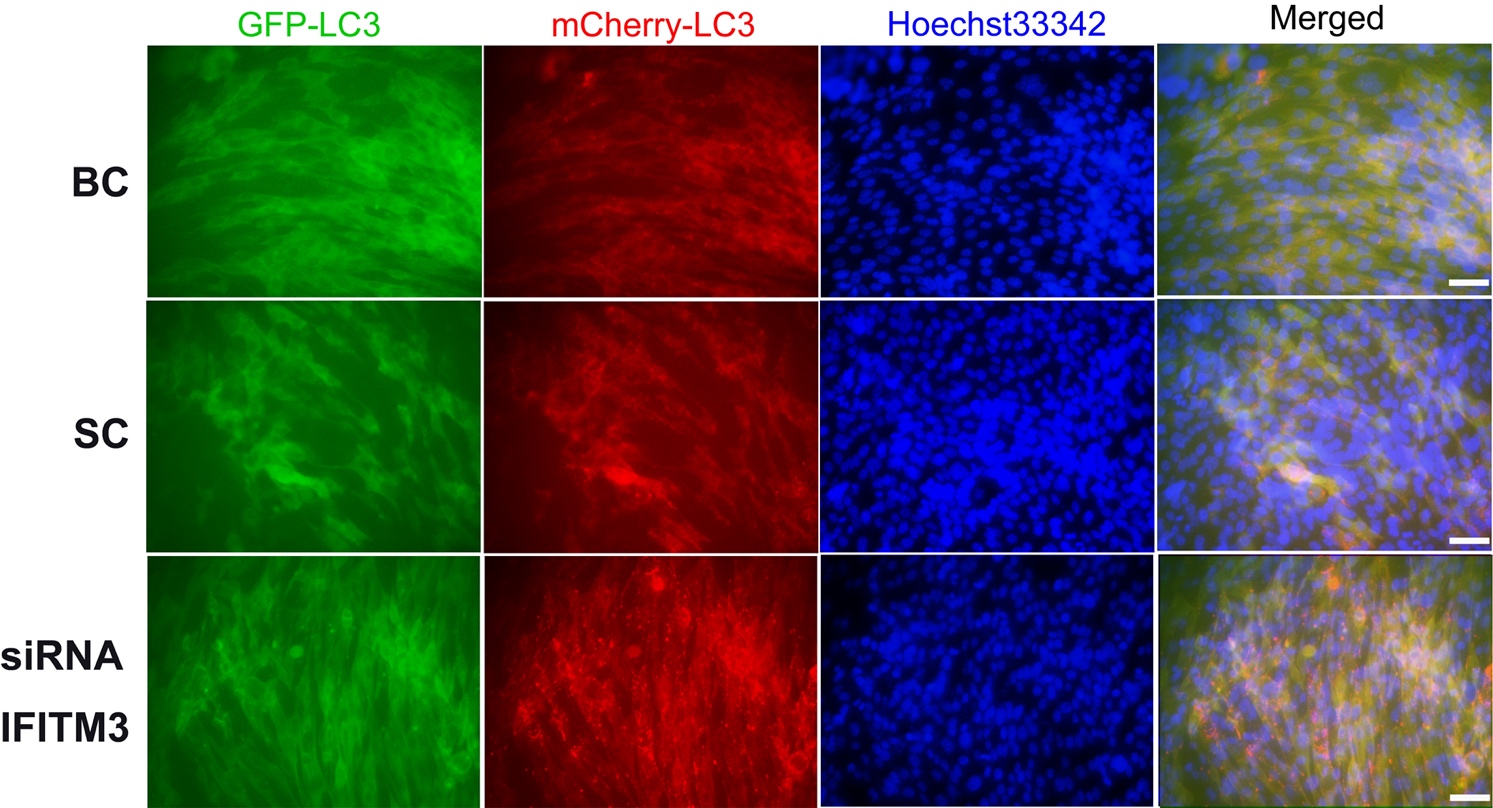
**

**Figure S5: Fluorescent images showing mCherry-GFP-LC3 expression after IFITM3 knockdown used to assay autophagic flux in the cells.**

How the deposited data were processed for this re-analysis (not part of the article)

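RNA of mNRPCs transfected with a control siRNA (3 libraries) or with an siRNA against Ifitm3 (3 libraries) was sequenced 48 h after transfection. The authors deposited FPKM values per gene and library, rounded to 2 decimals. According to the submitters' processing notes, cutadapt 1.9, HISAT2 2.0.4 and StringTie 1.3.4d were used and the build was hg18, a human build; the annotation is not given in the sources used here. The unit was taken from the tools and the values, since the columns carry library names only. Of the 55401 gene identifiers, 99.5% are mouse identifiers of the GENCODE vM21 annotation of GRCm38, which was used for transcript sequences, gene lengths and the position of the siRNA site; no coordinates of the deposited values were used. The number of reads per library is unknown, so no counting error could be given, and no test on counts was run. The paper names no test for the RNA-seq comparison in its text. It gives thresholds on the absolute logFC (over 1) and on P (under 0.05). These were read here as a log2 fold change and an unadjusted p.

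From the FPKM values the authors deposited, log2(FPKM + 0.1) was computed and genes with a mean of at least 0.5 FPKM over the 6 libraries were kept (13588 genes). The groups were compared with limma 3.58.1 in R 4.3.3 (linear model with condition only, moderated with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment over these genes. Of 63 gene lists, written from general knowledge and the processes the paper names, 52 had at least 5 tested genes and were tested with camera of limma, with a preset correlation of 0.01 between genes, and adjusted over the lists. The other 11 lists, mostly markers of other cell types, had fewer tested genes and were not tested. With an estimated correlation, 0 of the 12 lists past an adjusted p of 0.05 held (smallest adjusted p 0.525, smallest unadjusted p 0.0101, both of the list of NF-kB and inflammatory cytokine genes). Camera then tests on the few residual degrees of freedom of the 6 libraries, while with the preset correlation it uses the number of genes. A list can lose its call by this alone, so that the loss does not show that its signal is absent. The estimated correlations of the 12 lists ranged from 0.011 (NF-kB and cytokine genes) to 0.58 (interferon-stimulated genes), against the preset 0.01. The lists, tests, alternatives and the rule for the genes named were fixed before the data were examined, but after the heatmaps of the paper had been seen. The list tests were therefore repeated without the genes of Figure S2; this setting and the removal of both replicate 2 libraries were chosen after seeing the data.

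The genes named are Ifitm3 and its family, the genes the paper names in its text or draws in Figure S2C and S2D, the 10 genes per direction with the smallest p at the thresholds of the paper, a mean of at least 1 FPKM and no overlap between the groups (since fewer passed the adjusted threshold), and up to 4 genes with the smallest p in each list described. Further genes were chosen after their values were seen: Gm45717, Cd68, Mapk14, Ctsl, Phgdh, Fabp5, Dkk2, Ccn4, Camk2g, Aldh1a1, Rragb and the markers named in the closing section. Where a symbol belongs to several identifiers, the one with the highest mean FPKM was used. Antisense and overlapping genes and copies of the same gene can share reads in ways that the FPKM do not show.

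For the siRNA site, both strands were compared with all GENCODE vM21 transcripts without gaps, up to 3 mismatches. For the seed test, genes whose longest annotated 3' UTR holds the 7-base site of the antisense strand were compared with genes without it by the difference of their median log2 fold changes, with 100000 permutations of genes within 10 bins of 3' UTR length; the test was set before the data were examined, but leaving Ifitm3 out of it and using the longest 3' UTR were not. These steps were run in Python 3.11.15 with NumPy 2.4.6 and numba 0.67.0.

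The gene test was tested on simulated data with the means and spreads of these libraries (13308 genes in the step, Ifitm3 siRNA against control siRNA). Of 50 genes per size changed by a log2 fold of 1, 1.5, 2.6 and 4, it recovered 38%, 76%, 92% and 100% at an adjusted p under 0.05. At the thresholds of the paper it recovered 38%, 96%, 100% and 100%. The changes were planted only in genes above a low control level, and genes were drawn independently, without the structure shared by libraries. The many planted changes also ease the adjusted threshold, so that these shares are not the power of this experiment. In the real libraries Ifitm3, at a log2 fold change of -2.59, did not pass it (adjusted p = 0.1001 from limma). Among 13078 unchanged genes, 5 passed the adjusted threshold and 143 passed the thresholds of the paper, so that a large part of the 194 genes found at the latter may be without a change. A first version with fixed spreads recovered more and was replaced by this version, which draws the spread of each gene. The alternatives tried were pseudocounts of 1 and 0.01, no filter and a mean of at least 1 FPKM, median-ratio scaling, quantile normalization, no variance trend, a robust prior, the replicate number as a block, and leaving out each library. Enrichment of gene ontology and KEGG terms and a comparison with the p-values of the authors were planned only for the case that the deposited values came with annotation or p-values, and were not run.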

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

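The tests of the siRNA seed matches, the replicate 2 libraries, the microglia markers, Gas5 and the short genes were set before their results were seen; the test of the interferon signal among the control libraries was chosen after. Signals appeared in 1 gene and 5 gene lists that the text of the paper does not discuss. The respiratory chain genes had a median log2 fold change of -0.16 in the knockdown (93 tested, 76 below 0; camera, adjusted p = 1.66e-07, and 0.889 with an estimated correlation). The targets of the stress factor ATF4 had a median of -0.14 (34 tested, 22 below 0; adjusted p = 0.0374, 0.889 with an estimated correlation and 0.0664 without the genes of Figure S2). This adjusted p was also 0.0731 with no filter, 0.0794 with median-ratio scaling, 0.151 with quantile normalization, 0.0875 without control replicate 1, 0.149 without control replicate 3, 0.684 without Ifitm3 siRNA replicate 2 and 0.220 without both replicate 2 libraries, so that the ATF4 call depends on the setting. Genes of NF-kB and inflammatory cytokines had a median of 0.60 (34 tested, 27 above 0; adjusted p = 4.33e-05, and 0.525 with an estimated correlation).

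Genes of cholesterol and isoprenoid synthesis were lower after the knockdown, with a median log2 fold change of -0.51 and 26 of 27 genes below 0 (camera, adjusted p = 1.09e-12, and 0.889 with an estimated correlation). Direct seed matches of the siRNA in these genes are argued against, since the 25 genes without such a match had a median of -0.55 and 7.41% of the list held a match against 6.77% of all genes; an off-target effect through a regulator was not tested. The replicate 2 libraries that stand apart do not account for it either, since the median was -0.66 without both of them. A structure of the libraries nevertheless moves these genes too: with control replicates 1 and 3 and Ifitm3 siRNA replicate 1 set against the other libraries, the median was -0.50, and the mean level of the list ranged over 0.55 within the control group against a difference of -0.49 between the groups. A response of sterol synthesis to the loss of Ifitm3, a membrane protein, may be proposed as a hypothesis and was not tested.

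Interferon-stimulated genes were lower after the knockdown, with a median log2 fold change of -0.19 and 60 of 76 genes below 0 (camera, adjusted p = 1.37e-06, and 0.889 with an estimated correlation). RNA of microglia or macrophages in the control libraries is argued against by their markers: 0 had a mean control level of at least 1 FPKM with a log2 fold change below -0.5, and 16 of 20 lay below 0.5 FPKM. An unequal interferon signal among the control libraries may underlie the difference, since the mean level of the list ranged over 0.60 on the log2 scale within the control group, more than the difference of -0.21 between the groups. A biological effect of the knockdown on this pathway stays open and untested.

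Gm50452, a small nucleolar RNA gene of 84 nt within Gas5 on chromosome 1 of GRCm38 from 161037356 to 161037439, had a log2 fold change of -5.15 (adjusted p = 0.00661 from limma). It was at 6.13 ± 1.53 FPKM in control cells and 0.0733 ± 0.0289 FPKM after the knockdown (SD, n = 3 each). It did not pass the threshold without control replicate 1, control replicate 2 or Ifitm3 siRNA replicate 3. Nor did it pass without both replicate 2 libraries or with the replicate number as a block. The fold change was similar in these settings. A lower level of Gas5 is argued against by its log2 fold change of 0.27 (standard error 0.16). Unstable values of very short genes may account for it, since 25.0% of 224 genes under 200 nt had an absolute log2 fold change over 1 against 2.92% of 8625 longer genes of similar level, a share 8.56 times as large. A loss of this RNA through the knockdown was not tested otherwise.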

How the results depend on the processing

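The removal of both replicate 2 libraries and of the genes of Figure S2 was chosen after seeing the data; the other alternatives were set beforehand. Genes at the thresholds of the paper numbered 194, and 80 with a pseudocount of 1, 413 with no filter, 306 without both replicate 2 libraries and 166 to 352 leaving out single libraries (352 without control replicate 2). The causes were not tested. The pseudocount of 1 kept 79 of the 194 genes. Past an adjusted p of 0.05 were 1 gene, and 0 without both replicate 2 libraries and 0 to 3 leaving out single libraries. Ifitm3 kept its direction in all settings (-2.91 to -2.44). Lists past an adjusted p of 0.05 numbered 12, and 8 to 13 in the other settings, except 0 with an estimated correlation. That setting also changes the degrees of freedom of the test, so that its result cannot be laid to correlation alone.

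With an estimated correlation, the adjusted p was 0.933 for lysosomal genes, 0.525 for NF-kB and cytokine genes and 0.889 for ERK targets, S phase, matrix glycoproteins, cholesterol synthesis, fatty acid synthesis, amino acid synthesis and interferon-stimulated genes. Median-ratio scaling gave 0.0547 for lysosomal and 0.112 for matrix genes, quantile normalization 0.151 for matrix and 0.0248 for V-ATPase genes, and no filter 0.273 for matrix genes. Without both replicate 2 libraries the adjusted p was 0.189 for lysosomal, 0.489 for S phase, 0.0599 for matrix and 0.0172 for G2/M genes. Without the genes of Figure S2 it was 0.276 for lysosomal, 0.103 for matrix and 0.0247 for collagen genes. Leaving out single libraries, it ranged as follows.
Lysosomal genes had 0.000430 to 0.610, V-ATPase 0.0285 to 0.445, ERK targets 1.31e-05 to 0.418, S phase 0.00396 to 0.314, G2/M 0.0414 to 0.859, Wnt ligands, receptors and antagonists 0.0187 to 0.4998, matrix glycoproteins 0.000866 to 0.448, fatty acid synthesis 0.000302 to 0.0682, amino acid synthesis 6.06e-06 to 0.684 and collagens 0.0213 to 0.901.
Of 450 results of these lists under alternatives, 406 kept their side of the threshold. Of 4416 results of named genes, 4260 kept it, 98 lost it and 58 gained it at the thresholds used; the direction changed in 61 cases, none of them called.

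The values do not settle whether the replicate numbers pair the libraries. Deviations from the group means correlated at 0.05, 0.52 and 0.07 for replicates 1, 2 and 3. Not every library correlated best with its own number, but the replicate 2 pair was the closest across the groups. Deviations within a group of 3 add up to 0, so that these correlations depend on each other. With the replicate number as a block, 0 genes passed an adjusted p of 0.05, 245 passed the thresholds of the paper and 9 lists passed (0.0754 for lysosomal and 0.0754 for matrix genes).

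The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1 gene past the adjusted threshold against at most 5 in another split (4 splits gave as many as the real one, itself included), 194 genes at the thresholds of the paper against 390 (4 splits), 12 lists against 16 (3 splits) and a seed difference of 0.03 against 0.05 (5 splits). The split with 390 genes sets control replicate 2 and Ifitm3 siRNA replicates 2 and 3 against the other libraries, which points to a structure of the samples. Read depth is unknown, so what it limits could not be given.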

Differences from the paper's values

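The paper names Cacnb2, Kcnf1 and Clcn1 among ion channel genes with clear changes. Each had a mean below 0.5 FPKM and was not tested. With no filter on low values none of them passed the thresholds of the paper (Kcnf1 had a log2 fold change of -0.60). The pseudocount of 0.1 is about as large as their values or larger, so that a log2 fold change of 1 was hardly within reach. This result therefore does not speak against the paper. Kcnf1 was at 0.113 FPKM in control cells and 0.0400 FPKM after the knockdown. Il6, which the paper names among genes with significant changes, lay below the filter too, and passed these thresholds with no filter (log2 fold change 1.59). Mvd and Tnc, which the paper names likewise, had log2 fold changes of -0.97 and -0.56, under the threshold of 1, while Ccnd3 passed (-1.45).

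The paper's statements on pathways rest on terms enriched among its selected genes. The lists set beside them are other sets of genes, limited to those above the filter, and were tested as groups. The paper states higher expression of genes of calcium homeostasis. Of 49 measured genes of voltage-gated and synaptic calcium handling, 20 were tested, with a median log2 fold change of 0.09 (camera, adjusted p = 0.809). The paper states higher calcium signaling. Of 64 measured calcium signaling receptors and effectors, 30 were tested, with a median of 0.04 (camera, pointing lower, adjusted p = 0.932). It states lower expression of the WNT pathway. Wnt target genes had a median of 0.13 (camera, adjusted p = 0.897) and Wnt ligands, receptors and antagonists of -0.03 (camera, adjusted p = 0.156). The latter adjusted p was 0.0187 without control replicate 3, a setting fixed before the data were examined, and 0.602 without the genes of Figure S2. Of the genes of Figure S2B, Prkaca, Ccnd3, Dkk2, Ccn4, Camk2g and Wnt10b had lower means after the knockdown, as drawn there; they were chosen on these libraries. The paper states higher synaptic vesicle genes. Of 64 measured genes, 20 were tested, with a median of 0.08 (camera, adjusted p = 0.324). Their mean level was higher in every knockdown library than in every control library, in the direction the paper states. This level was not scaled for the median of 0.04 over all tested genes. For lysosomal genes, matrix glycoproteins, S phase genes and genes of amino acid and fatty acid synthesis the direction was that of the paper (medians of 0.14, -0.13, -0.06, -0.17 and -0.18). ERK targets had a median of 0.47; the paper states a higher MAPK pathway in the RNA-seq but lower protein expression within this pathway, and no direction for ERK targets.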

Other observations

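The test of the siRNA seed was set before the data were examined. The list of NF-kB and cytokine genes was higher after the knockdown at the preset correlation only (camera, adjusted p = 4.33e-05, and adjusted p = 0.525 with an estimated correlation). The estimated correlation was 0.011, close to the preset 0.01, so that a higher correlation does not account for this loss. It comes from the degrees of freedom: with an estimated correlation, camera uses the few residual ones of the 6 libraries. The mean level of the list separated the groups. Relative to the mean over the 6 libraries, it was at -0.25, -0.24 and -0.31 on the log2 scale in the control libraries. In the knockdown libraries it was at 0.17, 0.24 and 0.39. When adjusted over the list alone, 2 of 34 genes were higher, Cxcl2 (3.57 ± 1.02 FPKM in control cells and 8.81 ± 0.0954 FPKM after the knockdown; SD, n = 3 each) and Nfkbib, which encodes an inhibitor of NF-kB (log2 fold change 1.13). The chemokine gene Ccl2 was at 249 ± 14.8 FPKM (SD, n = 3) in control cells and 382 ± 53.7 FPKM (SD, n = 3) after the knockdown, and the alarmin gene Il33 had a log2 fold change of 1.17. Of cholesterol synthesis genes, 8 were lower when adjusted over the list alone, including Fdps (log2 fold change -0.70), Nsdhl (-0.61) and Cyp51 (-0.55). Among interferon-stimulated genes, Ifit3 was at 366 ± 119 FPKM (SD, n = 3) in control cells and 186 ± 36.9 FPKM (SD, n = 3) after the knockdown, and Oas1a had a log2 fold change of -0.74. Of p53 target genes, Plk3 (log2 fold change 1.26) and Tnfrsf10b, a death receptor gene (0.57), were higher when adjusted over the list alone, although the list did not pass (camera, adjusted p = 0.387).

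The paper measured several of the following by western blot or qPCR in other samples; these are their FPKM in the RNA-seq libraries. Sqstm1, which encodes P62, was at 247 ± 29.7 FPKM (SD, n = 3) in control cells and 357 ± 20.8 FPKM (SD, n = 3) after the knockdown (log2 fold change 0.54, adjusted p = 0.460 from limma), with no overlap between the groups. Lamp1 (log2 fold change 0.16), Lamp2 (0.17) and Hspa8, which encodes HSC70 (-0.16), had adjusted p of 0.763, 0.852 and 0.878 from limma. The FPKM are given per gene, so that Lamp2 does not show LAMP2A, the form the paper discusses, on its own. For LAMP2A and HSC70 the paper reports that its qPCR did not match the rise in protein. Ccnd1 was at 328 ± 134 FPKM (SD, n = 3) in control cells and 324 ± 42.2 FPKM (SD, n = 3) after the knockdown. Mapk3 (0.16), Mtor (-0.32), Akt1 (-0.09), Rheb (0.10), Rps6kb1 (-0.00), Bcl2 (0.12), Trp53 (0.18), Atg5 (0.09), Atg7 (0.08), Atg13 (0.03), Becn1 (-0.00), Map1lc3a (-0.01) and Map1lc3b (-0.05), given with their log2 fold changes, did not pass an unadjusted p of 0.05 in limma. As groups, genes of chaperone-mediated autophagy (18 tested, median log2 fold change 0.05; camera, lower, adjusted p = 0.809), macroautophagy (45 tested, 0.05; adjusted p = 0.874), mTOR signaling (41 tested, 0.00; camera, lower, adjusted p = 0.809) and apoptosis (32 tested, 0.10; adjusted p = 0.641) did not pass.

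An effect of the siRNA on unintended transcripts could show as lower values of genes with its seed site. The 755 genes with the 7-base site ATCAACA in their 3' UTR had a median log2 fold change 0.03 above that of 10402 genes without it (permutation test over genes, p = 0.577), and -0.01 to 0.05 leaving out single libraries; genes are not independent replicates. Of the genes with 3 mismatches to the antisense strand, 12 were tested, and 2 were lower at an unadjusted p under 0.05 from limma, Aldh1a1 (log2 fold change -1.01) and Gm8865 (-0.63), and Rragb was higher (0.50).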
